# Epicardium-Derived Tbx18^+^ CDCs Transplantation Improve Heart Function in Infarcted Mice

**DOI:** 10.3389/fcvm.2021.744353

**Published:** 2022-01-24

**Authors:** Zhenglong Guo, Mengyuan Geng, Litao Qin, Bingtao Hao, Shixiu Liao

**Keywords:** epicardium, CDCs, epicardial cells, Tbx18, hTERT, myocardial infarction

## Abstract

Cardiosphere-derived cells (CDCs) constitute a cardiac stem cell pool, a promising therapeutics in treating myocardial infarction (MI). However, the cell source of CDCs remains unclear. In this study, we isolated CDCs directly from adult mouse heart epicardium named primary epicardium-derived CDCs (pECDCs), which showed a different expression profile compared with primary epicardial cells (pEpiCs). Interestingly, pECDCs highly expressed T-box transcription factor 18 (Tbx18) and showed multipotent differentiation ability *in vitro*. Human telomerase reverse transcriptase (hTERT) transduction could inhibit aging-induced pECDCs apoptosis and differentiation, thus keeping a better proliferation capacity. Furthermore, immortalized epicardium CDCs (iECDCs) transplantation extensively promote cardiogenesis in the infracted mouse heart. This study demonstrated epicardium-derived CDCs that may derive from Tbx18^+^ EpiCs, which possess the therapeutic potential to be applied to cardiac repair and regeneration and suggest a new kind of CDCs with identified origination that may be followed in the developing and injured heart.

## Introduction

Cardiosphere-derived cells (CDCs) are a heterogeneous mixture of cardiac cell pools, including cardiac progenitor cells (CPCs), derived from heart biopsy culture (1, 2). Messina et al. firstly illustrated the isolation and expansion method of adult cardiac stem cells from human and murine heart (3). Antigenic profiles revealed that CDCs are positive of CD105 and CD90 and are negative of hematopoietic cell and endothelial cell markers, CD31 and CD45 (2, 4, 5). CDCs possess a multipotential differentiation ability *in vitro*, mainly for cardiomyocytes, endothelial cells, and smooth muscle cells (1, 6). In the recent years, CDCs transplantation and paracrine exosomes emerged as a promising therapeutic option for many cardiac diseases including myocardial infarction (MI) (7, 8), dilated cardiomyopathy (9, 10), and dystrophic cardiomyopathy (11, 12). Many clinical trials have proved the safety and efficiency of autologous and allogeneic CDCs therapy such as the CArdiosphere-Derived aUtologous stem CElls to Reverse ventricUlar dySfunction (CADUCEUS) trial (13), the AutoLogous Human CArdiac-Derived Stem Cell to Treat Ischemic cArdiomyopathy (ALCADIA) trial (14), the ALLogeneic Heart STem Cells to Achieve Myocardial Regeneration (ALLSTAR) trial (15), and the Dilated cardiomYopathy iNtervention with Allogeneic MyocardIally-regenerative Cells (DYNAMIC) trial (16). Moreover, the Halt cardiomyOPathy progrEssion (HOPE)-Duchenne trial assessed feasibility, safety, and efficacy of intracoronary allogeneic CDCs (CAP-1002) in patients with Duchenne muscular dystrophy (DMD) (17). Although accumulating evidence demonstrated that CDCs graft contributed to the heart function improvement and inflammation inhibition (18–20) and little is known about origin of these cells. Conventional CDCs from heart biopsy are composed of a mixture of epicardium-, myocardium-, and endocardium-derived subpopulations. Epicardial cells (EpiCs) or epicardium-derived cells (EPDCs) are of vital importance to heart development and regeneration (21–24), which mostly owe to the epithelial–mesenchymal transition (EMT) migration and differentiation regulated through T-box transcription factor 18 (Tbx18) and Wilms' tumor suppressor transcription factor (Wt1) (25–30). Up to now, whether epicardium could yield functional CDCs remains unclear.

In this study, we first isolated and identified adult heart epicardium-derived CDCs-epicardium CDCs (ECDCs), which exhibit a cardiac gene expression profile, especially for Tbx18. Tbx18-expressing EpiCs were demonstrated as progenitor cells giving rise to multiple cardiovascular cell types during heart development (31). Correspondingly, Tbx18-expressing ECDCs showed multipotent differentiation ability *in vitro* and immortalized epicardium CDCs (iECDCs) transplantation significantly promoted cardiogenesis and improved left ventricular function in the failing heart following MI in mice, which provide a method to isolate epicardial Tbx18^+^ cells and offer a candidate cell type for cell therapy in cardiovascular diseases.

## Materials and Methods

### Primary Epicardium-Derived CDCs (pECDCs) Isolation and Culture

Primary epicardium-derived CDCs were generated from 6-week-old C56BL/6 mouse epicardium as described in the article with some modifications (32). In detail, the pericardial parietal layer, which was attached to diaphragm, sternum, and anterior mediastinum, was firstly peeled off. Then, the heart was removed and the epicardium was gently isolated piece by piece with the careful usage of forceps, due to high difficulty in complete stripping off the epicardium. Subsequently, the ventricle epicardium was cut into fragments <1 mm^3^ in the worktable, following by wash with sterile phosphate-buffered saline (PBS) and partially digested with 0.05% trypsin. Then, these fragments were seeded on fibronectin (Sigma-Aldrich, St.Louis, MO, USA) (20 μg/ml) coated dishes in complete explant medium (CEM) [Iscove's Modified Dulbecco's Medium (IMDM) (Invitrogen, Carlsbad, CA, USA), 20% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA), 1% penicillin/streptomycin (P/S) (Invitrogen, Carlsbad, CA, USA), 1% Glutamax (Invitrogen, Carlsbad, CA, USA), and 0.1 mM β-mercaptoethanol (Sigma-Aldrich, St.Louis, MO, USA)]. During the first week of growth, a layer of stromal-like cells emerge from adherent explants over which small, round, and phase-bright cells migrated. Once the cells surrounding the explant were confluent, 0.5 mM Ethylene Diamine Tetraacetic Acid (EDTA) and 0.025% trypsin digestion were used to harvest these cells. Explant outgrowth could be harvested up to four times from the same specimen. These cells were seeded at 2 × 10^4^ cells/ml on poly-D-lysine (40 μg/ml) coated dishes in cardiosphere-growing medium (CGM) [35% IMDM/65% Dulbecco's modified Eagle's medium (DMEM)-Ham's F-12 (Invitrogen, Carlsbad, CA, USA), 5% FBS, 1% P/S, 1% Glutamax, 0.1 mM β-mercaptoethanol, 2% B27 (Invitrogen, Carlsbad, CA, USA), 1 U/ml thrombin (Invitrogen, Carlsbad, CA, USA), 80 ng/ml basic fibroblast growth factor (bFGF) (PeproTech, Cranbury, NJ, USA), 25 ng/ml Epidermal Growth Factor (EGF) (PeproTech, Cranbury, NJ, USA), and 4 ng/ml cardiotrophin-1 (PeproTech, Cranbury, NJ, USA)], in which ECDCs could form cardiospheres. Four weeks later, cells that remained adherent to the dishes were discarded, whereas detached cardiospheres were collected and plated on fibronectin-coated flasks and expanded as fibroblast-like cells. ECDCs were subsequently passaged by 0.25% trypsin and cultured in CEM. Primary ECDCs at passage 3 were used for subsequent experiments.

### Isolation of Primary EpiCs

For the isolation of EpiCs, we followed the method referred by Zhou and Pu (33). Briefly, the heart was dissected from 6 to 8-week-old C57BL/6 and rinsed in D-Hanks' buffer and digested with sterilized D-Hanks' buffer supplemented with 0.08% collagenase IV (Worthington, Lakewood, NJ, USA) and 0.05% trypsin (Gibco, Carlsbad, CA, USA) at 37°C for 8 min under gentle rotation (60 rpm/min) and repeated for 8 times. Subsequently, cells were centrifuged at 1,000 rpm for 5 min and seeded onto 0.1% gelatin-coated 24-well plates with culture medium containing low glucose DMEM (Invitrogen, Carlsbad, CA, USA) and Medium 199 (M199) (Invitrogen, Carlsbad, CA, USA) in a 1:1 ratio, supplemented with 10% heat-inactivated (56°C for 25 min) FBS (Gibco, Carlsbad, CA, USA) and 1% P/S (Invitrogen, Carlsbad, CA, USA). Primary EpiCs at passage 3 were used for subsequent experiments.

### Lentivirus Preparation and Infection

Lentivirus was prepared with three plasmids (40 μg in total), including the packaging plasmids psPAX2 and pM2D.G and human telomerase reverse transcriptase (hTERT) (plenti-CMV-hTERT, ABM, Vancouver, Canada), mixed in a ratio of 3:1:4 and 293FT cells were transiently transfected using calcium phosphate method. Viral supernatant from transfected 10 cm dish was collected every 24 h up to 2 days after the transfection. For hTERT-expressing lentivirus infection, ECDCs (passage 1, 5–10 × 10^5^) were seeded in 6-well plates and infected with 1.5 ml viral supernatant mixed with 0.5 ml fresh CEM containing 1/1,000 polybrene for 12 h and then replaced with fresh CEM. 1 week later, these cells were selected by 2 μg/ml puromycin for 2 weeks.

### Karyotype and Telomere Analysis

The karyotype of pECDCs and iECDCs at passage 30 was analyzed. Briefly, ECDCs were incubated with 10 μg/ml nocodazole (Sigma-Aldrich, St.Louis, MO, USA) in fresh CEM for 6 h to enrich arrested metaphases, followed by treatment with 0.075 M potassium chloride (KCl) for 40 min at 37°C, then fixed with cold methanol:acetic acid (3:1) and spread onto a clean glass slide. Chromosome numbers were counted in individual cells with fluorescence microscope (Olympus FV1000, Olympus, Japan) after staining with 4′,6-diamidino-2-phenylindole (DAPI). Telomere length of pECDCs and iECDCs at passage 30 was estimated by quantitative fluorescence *in situ* hybridization. Slides were denatured and hybridized with 0.5 μg/ml Fluorescein isothiocyanate (FITC)-Tel (Panagene, Korea) and were counterstained with 0.5 μg/ml DAPI. Chromosomes and telomeres were imaged with fluorescence confocal microscope. Data were analyzed using the online software “Telometer: Software for Telomere Counting” (http://demarzolab.pathology.jhmi.edu/telometer/). For quantitative analysis of telomere length, at least 30 individual cells were measured.

### Flow Cytometry

Flow cytometry experiments were performed using flow cytometer (FACSCalibur, BD Biosciences). 1 × 10^6^ primary EpiCs (pEpiCs), pECDCs, and iECDCs at passage 30 were suspended in Dulbecco's Phosphate Buffered Saline (DPBS) and incubated with the following antibodies: CD105 (eBioscience, Waltham, MA, USA), CD31 (eBioscience, Waltham, MA, USA), CD45 (eBioscience, Waltham, MA, USA), KIT proto-oncogene receptor tyrosine kinase (c-kit) (eBioscience, Waltham, MA, USA), kinase insert domain receptor (Kdr) (eBioscience, Waltham, MA, USA), stem cell antigen-1 (Sca-1) (eBioscience, Waltham, MA, USA), and CD90 (eBioscience, Waltham, MA, USA) at a dilution of 1:500 for 1 h at 4°C and isotype-matched antibodies served as negative controls. Fluorescent compensation was performed using single labeled controls and all the measures were performed using FlowJo (version 7.6, Tree Star Incorporation, Ashland, Oregon, USA).

### Immunocytochemistry and Immunohistochemistry

For immunocytochemistry, cells seeded onto the glass were fixed with 4% Paraformaldehyde (PFA) for 30 min at 37°C, then permeabilized with 0.5% Triton X-100 (Sigma-Aldrich, St.Louis, MO, USA) for 30 min, and blocked with 5% Normal Goat Serum (NGS) (Invitrogen, Carlsbad, CA, USA) for 2 h at room temperature (RT). Subsequently, cells were incubated with primary antibodies including myocyte enhancer factor 2A (Mef2a) (1:200, Abcam, Waltham, MA, USA), Gata4 (1:100, Abcam, Waltham, MA, USA), Desmin (1:100, Abcam, Waltham, MA, USA), a-smooth muscle actin (a-SMA) (1:400, Sigma-Aldrich, St.Louis, MO, USA), CD90 (1:200, Proteintech, Rosemont, IL, USA), Wt1 (1:50, Abcam, Waltham, MA, USA), Tbx18 (1:100, Abcam, Waltham, MA, USA), ISL1 transcription factor (Isl-1) (1:100, Abcam, Waltham, MA, USA), troponin T2, cardiac (cTNT) (1:400, Invitrogen, Carlsbad, CA, USA), transcription factor 21 (Tcf21) (1:100, Affinity, Pottstown, PA, USA), and uroplakin 3B (Upk3b) (1:50, Novus, USA) at 4°C overnight and then incubated with goat antimouse Alexa-488/594, donkey antirabbit Alexa-594/488 secondary antibodies (Invitrogen, Carlsbad, CA, USA) at a dilution of 1:200 for 1 h at RT, followed by mounting with mounting medium containing DAPI (Vector Laboratories, Burlingame, CA, USA). For immunohistochemistry, 7 μm heart paraffin imbedded slides from iECDCs-transplanted hearts and frozen section of pECDCs-transplanted hearts were prepared, then blocked with 10% NGS for 2 h at RT, incubated with primary antibodies including Green fluorescent protein (GFP) rabbit antibody (1:100, Proteintech, Rosemont, IL, USA), GFP mouse antibody (1:100, Proteintech, Rosemont, IL, USA), a-SMA (1:400, Sigma-Aldrich, St.Louis, MO, USA), collagen type 3a1 (1:400, Proteintech, Rosemont, IL, USA), cTNT (1:200, Invitrogen, Carlsbad, CA, USA), and platelet/endothelial cell adhesion molecule 1 (PECAM) (1:100, Abcam, Waltham, MA, USA), then the slides were incubated with corresponding goat antimouse Alexa-488/594, donkey antirabbit Alexa-488/594 secondary antibodies (Invitrogen, Carlsbad, CA, USA) at a dilution of 1:200 for 1 h at RT, followed by washing with 0.1% PBST, and mounting with mounting medium containing DAPI.

### *In vitro* Differentiation

To induce differentiation, 2 × 10^5^ iECDCs at passage 30 were seeded in 12-well plate and cultured in CEM. Once the cells were confluent, change the medium with smooth muscle differentiation medium [IMDM, 5% FBS, 10 ng/ml platelet-derived growth factor-β platelet derived growth factor subunit B (PDGF-β) (PeproTech, Cranbury, NJ, USA), and 20 ng/ml transforming growth factor, beta 1 (TGF-β1) (R&D, Emeryville, CA, USA)]; 5 days later, smooth muscle differentiation was confirmed through a-SMA immunofluorescence. To induce cardiac differentiation, 2 × 10^5^ iECDCs at passage 30 were seeded onto the cover slides and incubate with cardiomyocyte induction medium [DMEM-low glucose, 2% FBS, and 10 μM 5-azacytidine (Sellecks, USA)] for 3 days and then change the medium with low glucose-DMEM supplemented with 2% FBS for another 2 weeks. Then, these cells were fixed with 4% PFA (Sigma-Aldrich, St.Louis, MO, USA), followed by cTNT and desmin immunofluorescence identification, images were acquired with Olympus FV1000 confocal microscope.

### *In vitro* Vasculogenic Potential

To induce tube formation, 80,000 iECDCs at passage 30 per well were plated on 24-well plates coated with Matrigel basement membrane matrix (BD Biosciences, San Diego, CA, USA). 50 ng/ml vascular endothelial growth facto (VEGF) (PeproTech, Cranbury, NJ, USA) treated Human Umbilical Vein Endothelial Cells (HUVECs) served as positive control. Tube formation analysis was performed after 6 h of incubation through phase-contrast images (Olympus FV1000, Olympus, Japan).

### Ribonucleic Acid Sequencing

Total RNA (3 μg/sample) extracted from pEpiCs, pECDCs, and iECDCs at passage 30, 10 μM SB431542-treated pECDCs-derived epithelial clone 1, and 10 μM 5-azacytidine-treated iECDCs at passage 30 were used as input material. Sequencing libraries were generated using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) or oligo(dT) method from Beijing Genomics Institute (BGI) platform per the instructions of the manufacturer and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on the cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) according to the instructions of the manufacturer. After cluster generation, the library preparations were sequenced on the Illumina HiSeq 2500 platform or the BGISeq-500 platform (BGI-Shenzhen, China) and 100 bp pair-end reads were generated. Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq R package (1.10.1). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *p*-values were adjusted using the approach by Benjamini and Hochberg for controlling the false discovery rate. Genes with an adjusted *p*-value < 0.05 found by DESeq were assigned as differentially expressed. The Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the GOseq R package, in which gene length bias was corrected. The GO terms with corrected *p* < 0.05 were considered significantly enriched by differentially expressed genes. Clustered heatmaps were produced by Cluster 3.0 software. Original data were uploaded to the Gene Expression Omnibus database with accession number: GSE131765, GSE159640, and GSE189275.

### Myocardial Infarction and Cell Delivery

For *in-vivo* heart IR, *in-situ* open-chest heart model was carried out. Briefly, C57BL/6 mice (8–10 weeks) were anesthetized with 80 mg/kg sodium pentobarbital intraperitoneally, intubated through a tracheotomy, and ventilated with 3 cm H_2_O positive-end expiratory pressure. Adequacy of anesthesia was monitored using corneal and withdrawal reflexes. Ventilation frequency was kept at 110 breaths/min with tidal volume between 135 and 150 μl. The left anterior descending (LAD) coronary artery was surrounded by a 7-0 Prolene suture that was then passed through a small plastic tube. Ischemia was induced by tightening the tubing against the heart surface. After 30 min of ischemia, the plastic tube was removed for reperfusion. Sham control mice underwent the same surgical procedures without left coronary artery (LCA) ligation. Regional ischemia was confirmed by visual inspection of pale color of the myocardium and the elevation of ST segment on the ECG. For the cell injection, Dil-labeled pECDCs or GFP-labeled iECDCs at passage 30 (4 × 10^5^) were injected in a volume of 40 μl of PBS (20 μl at each of 2 sites bordering the infarct) with 40 μl of PBS as controls. 6 weeks later, the mice were sacrificed and the hearts were collected for further identification. The engraft efficiency was quantified through the ratio of GFP-positive nucleus to all the nucleus in the obtained photograph of the transplanted heart section and the differentiation ability was confirmed through costaining of GFP with other cardiovascular cell lineage markers. All the mouse work was carried out in the Animal Unit, Zheng Zhou University (Zhengzhou, China) according to procedures by the Institutional Animal Care and Use Committee.

### Cardiac Function Measurements

Cardiac function was assessed by echocardiography. Briefly, 6 weeks post-iECDCs injection, sham group, PBS-treated, and iECDCs-transplanted C57BL/6 mice were examined by echocardiography performed in monodimensional mode (M-mode) with a high-resolution transducer at a frequency of 30 MHz (Vevo 770, Visualsonics Incorporation, Toronto, Canada). Mice were anesthetized by 1.5% isoflurane in oxygen. Parasternal and short-axis two-dimensional images of left ventricle were acquired to determine the correct M-mode cursor positioning. The heart rate was determined from at least three consecutive RR intervals. The left ventricle M-mode trace was used to measure ejection fraction (EF), fractional shortening (FS), left ventricular internal dimension-diastole (LVIDd), LVID-systole (LVIDs), end-diastolic volume (EDV), and end-systolic volume (ESV).

### Exosome Isolation and Characterization

Cell culture medium from iECDCs and dC2C12 was firstly centrifuged at 1,000 g for 10 min, followed by 10,000 g for 30 min. The supernatant was collected and filtered through a 0.22-μm filter (Millipore, Billerica, MA, USA), followed by ultracentrifugation at 100,000 g for 1 h to pellet exosomes. Exosomes were resuspended in sterile PBS and packed and stored in −80°C for further testification. The size distribution of exosomes was measured by Nanoparticle Tracking Analysis (NTA) (Nanosight, Westborough, MA, USA). Transmission electron microscopy of exosomes was performed and imaged with a high-resolution transmission electron microscope (Hitachi HT7700, Japan) as previously described (34).

### Western Blot for Exosomes

The total protein concentration of exosomes was quantified using the Bradford assay (Sangon Biotech, Shanghai, China). A 30-μg protein was loaded to 10% sodium dodecyl sulfate (SDS)-polyacrylamide gel and electrophoresed for 2 h at 80 V, followed by transferred with polyvinylidene fluoride (PVDF) membranes for 2.5 h at 250 mA at 4°C. Membranes were blocked with 5% skimmed milk (BD Biosciences, San Diego, CA, USA) and probed with different primary antibodies including Alix (1:1,000, Cell Signaling Technology, Danvers, MA, USA), CD63 (1:1,000, Abcam, Waltham, MA, USA), CD81 (1:200, Santa Cruz Biotechnology, Dallas, Texas, USA), and CD82 (1:1,000, Abcam, Waltham, MA, USA). The bound primary antibody was then detected by peroxidase-conjugated rabbit antimouse or goat antirabbit immunoglobulins (IgGs) (1:5,000, Sigma-Aldrich, St.Louis, MO, USA), respectively, followed by developed through the enhanced chemiluminescence (ECL) Western Blotting Analysis System (Amersham Pharmacia Biosciences, Cambridge, UK).

### Masson's Trichrome Staining and TTC Staining

A total of 8 μm heart sections were fixed overnight in Bouin's solution followed by staining with the Masson's Trichrome Staining Kit (Solarbio, China) as per the instructions of the manufacturer. The images were captured with the Pannoramic DESK Digital Slide Scanner (3DHISTECH, Budapest, Hungary) and infarct area was measured by the ratio between the collagen-positive area and total area through (Image J software, Bethesda, MD, USA). For the Triphenyl tetrazolium chloride (TTC) staining, hearts were isolated and fixed in optimal cutting temperature (OCT) (Sakura Finetek Incorporation, Torrance, CA, USA) for 30 min at −20°C. Then, the heart was sectioned into 7 slices of 2 mm thickness from the base of the heart to the apex. The slides were stained at 37°C for 30 min with 0.5% triphenyltetrazolium chloride (Solarbio, China) in saline and the infarcted area exhibits white.

### Statistical Analysis

All the data are reported as means ± SEM. Statistical differences between different groups were evaluated by SigmaStat (Systat Software Incorporation, Chicago, Illinois, USA). Both the parametric and non-parametric analyses were applied as specified in figure legends. Significance was determined based in *p* < 0.05.

## Results

### Primary Epicardium-Derived CDCs Differs From pEpiCs, While Highly Expressed Tbx18 Transcriptional Factor

The epicardium is a thin, transparent epithelial layer enveloping the outside of the heart. Based on the epicardium isolation protocol previously described (32), the epicardium was directly peeled off from the 6-week aged C57 mouse heart. To isolate CDCs, we applied the four-stage classical method reported by Smith et al. (2) (Figure 1A). Briefly, the epicardium-derived small, round, and phase-bright cells were collected and seeded onto poly-D-lysine-coated dishes. CDCs-formed cardiospheres detached from the bottom on day 30 post-seeding. Replating of cardiospheres resulted in the monolayer of pECDCs. EpiCs specifically express Tbx18, transcription factor 21 (Tcf21), Wilms' tumor suppressor transcription factor (Wt1), uroplakin 3B (Upk3b), and other identified metabolism-related genes from single cell sequencing results (35, 36). EpiCs located in the heart epicardium from Wt1 immunofluorescence and pEpiCs isolated from the adult heart epicardium exhibited epithelial cell morphology, which differed from mesenchymal cell morphology of pECDCs (Figure 1B). Flow cytometry assay (Figure 3B, Supplementary Figure S2) demonstrated that pECDCs uniformly express reported CDC-specific surface markers, transforming growth factor-beta receptor accessory subunit, CD105 (endoglin), and glycosylphosphatidylinositol (GPI)-anchored protein CD90 (Thy-1), while pEpiCs were mostly negative for CD90. Meanwhile, both the pECDCs and pEpiCs expressed the stem cell-associated marker such as Sca-1 and were negative for stem cell-associated marker such as c-kit as well as hematopoietic cell and endothelial cell markers such as Kdr, CD31, and CD45. Due to the epicardium origin of ECDCs, we explored the relationship between pECDCs and pEpiCs through RNA sequencing. Gene expression volcano Plot results showed a big difference between pECDCs and pEpiCs (Figure 1C), especially for epicardium-specific genes expression, which was confirmed from immunostaining (Figures 1D,E). Interestingly, despite the lack of Wt1 and Tcf21 expression, pECDCs highly expressed Tbx18 and Upk3b (Figure 1D), suggesting close relationship between ECDCs and EpiCs. Considering reduced expression of epithelial cell marker-tight junction protein 1 (Tjp1), we deduced that ECDCs may derive from EpiCs EMT and retain part of EpiCs characters.

**Figure 1:**
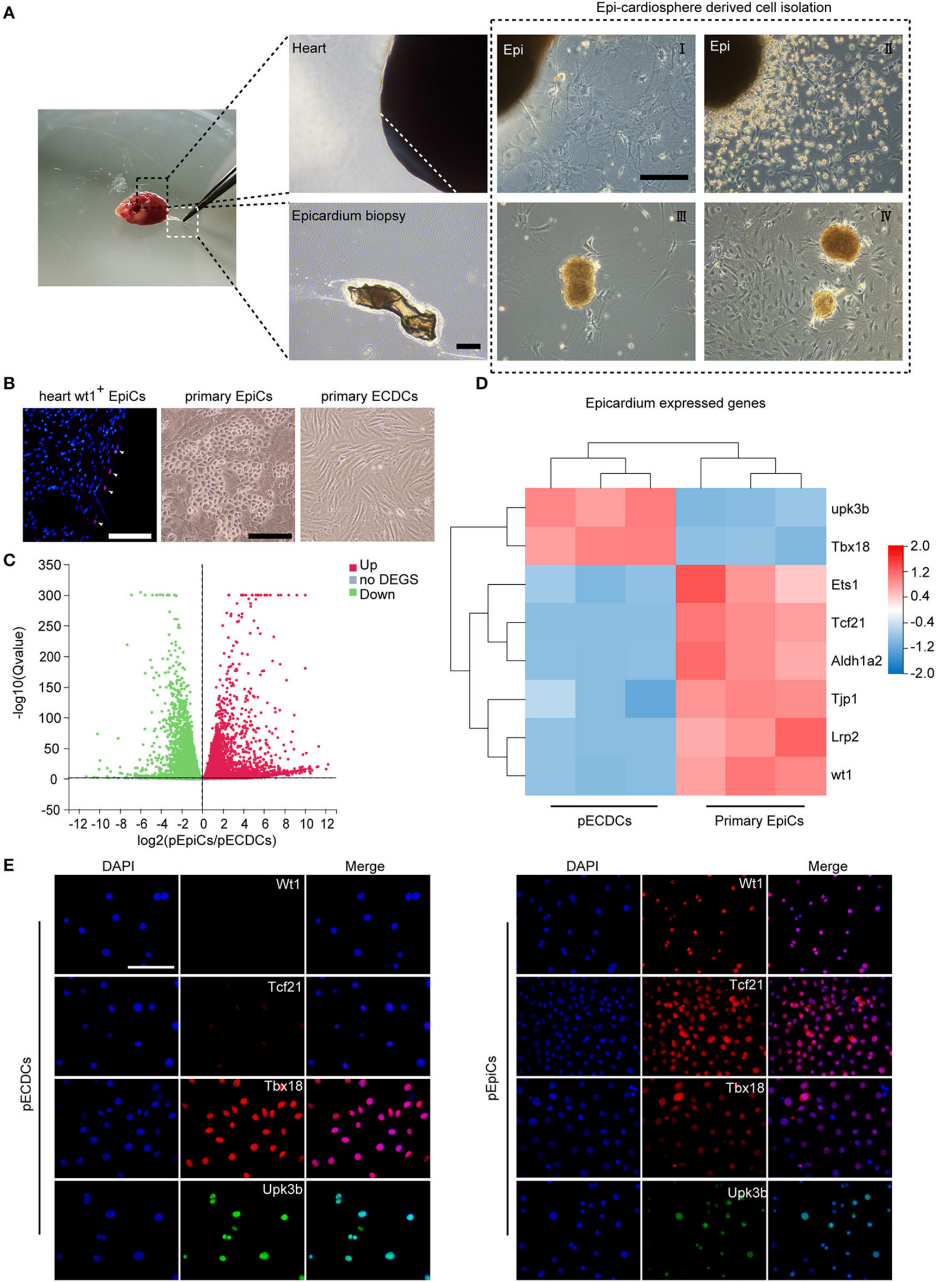
Isolation of primary epicardium cardiosphere-derived cells (pECDCs) and gene expression profile analysis compared with primary epicardial cells (pEpiCs). **(A)** Isolation and culture of pECDCs from adult mouse ventricle epicardium (scale bar = 100 μm). **(B)** Heart Wt1^+^ EpiCs staining and bright morphology of isolated primary pECDCs and pEpiCs (scale bar = 100 μm). **(C)** Differential gene expression volcano plot of RNA sequencing results of pECDCs and pEpiCs. Data represent mean ± SEM (*n* = 3). **(D)** Heatmap analysis of epicardium-related genes to compare pECDCs with pEpiCs. Expression levels were identified with different colors in which red represents upregulation and green represents downregulation. **(E)** Immunostaining of T-box transcription factor 18 (Tbx18) and other epicardium markers of pECDCs and pEpiCs (scale bar = 100 μm).

### Human Telomerase Reverse Transcriptase-Transduced ECDCs (iECDCs) Possess Self-Renewal Capacity Without Chromosomal Alteration and Telomere Shortening

Primary epicardium-derived CDCs can be propagated for passaged 10 generations and then experience cell differentiation and death. hTERT has been used to immortalize multiple kind of primary cells (37). In order to acquire enough cells for further studies, we packaged hTERT lentivirus and infected pECDCs, following by puromycin selection. After transduction, iECDCs exhibit a continuous proliferation ability during about 1 year of culture and passage (Figure 2A) and little difference was detected in the doubling times between passages 30 and 80 (data not shown), suggesting that iECDCs retained self-renewal capacity after hTERT infection. 

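Gene expression in pECDCs and iECDCs was measured by RNA sequencing. The paper describes pECDCs as primary cells grown from pieces of mouse ventricle epicardium and expanded through cardiospheres. The sample labels name a heart ventricle explant as the source. iECDCs are pECDCs after transduction with a lentivirus carrying hTERT, the catalytic subunit of human telomerase. Each group had 3 libraries, numbered as replicates 1, 2 and 3. The legend of Fig. 3 also gives n = 3, whereas the paper's methods give 2 biological replicates per condition, and all 3 libraries of each group were used here. iECDCs were at passage 30. The paper's culture methods give passage 3 for pECDCs, and the sample labels give passage 0. For each of 54532 mouse genes, with coordinates on GRCm38, the authors deposited the number of reads counted in each library without normalization, the FPKM value and the results of their own DESeq comparisons. The paper's text does not name the aligner, the counting program or whether counting used the strand of the reads, so overlapping genes on opposite strands could share reads. The counts summed to 23951392, 19462912 and 22870801 in pECDC replicates 1, 2 and 3 (median 22870801), and to 20204216, 16685622 and 16568306 in iECDC replicates 1, 2 and 3 (median 16685622). At these depths a floor of 3 counts was between 1.25e-05% and 1.81e-05% of a library, a limit that covers counting error only. Each FPKM value was the count divided by the gene's length and by a constant of the library, except for Pkm in pECDC replicate 3, with 74461 counts against 91686 from its FPKM. The counts were normalized by edgeR's TMM method and tested for a difference between the 2 groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 13752 genes that passed edgeR's filter on low counts. Group levels are given as the mean and SD of the deposited FPKM.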

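A list of 35 DNA replication genes and a list of 123 cell cycle genes, written before the data were examined, were compared between pECDCs and iECDCs. All 35 replication genes were tested, and 30 had a positive log2 fold change in iECDCs, with a median of 0.22. With an adjusted p-value under 0.05 over all genes, 12 of the 35 (34.3%) were higher in iECDCs and 0 were lower. Adjusted over the list alone, 17 were higher. Of all tested genes, 992 (7.2%) were higher, which gave an odds ratio of 6.78 for the replication genes (p = 3.27e-06, Fisher's exact test, one-sided). Of the cell cycle genes, 118 were tested, and 81 had a positive log2 fold change, with a median of 0.10. Over all genes, 20 were higher and 10 lower, an odds ratio of 2.66 for the higher genes (p = 0.000279, Fisher's exact test, one-sided). Adjusted over this list alone, 37 genes passed, 27 of them higher. The lists had 7 genes in common. Without them, 14 of 111 cell cycle genes were higher, an odds ratio of 1.87 (p = 0.0285, Fisher's exact test, one-sided). With Benjamini-Hochberg adjustment over these 3 tests, Fisher's exact test gave 9.82e-06, 0.000418 and 0.0285. These results depended on the fit. With all 9 libraries in it, Fisher's exact test, one-sided, gave p = 0.417 for the replication and p = 1 for the cell cycle genes, and without pECDC replicate 1, 2 or 3 it gave p = 0.0842, 0.951 and 0.604 for the cell cycle genes. For the replication genes Fisher's exact test, one-sided, gave p = 0.00189, 0.0568 and 0.00208 without pECDC replicate 1, 2 and 3. The fit with all 9 libraries also takes in the spread of the libraries of cells treated with SB431542, the second of which stood apart. In that fit the median log2 fold change of the replication genes was 0.225, so their differences did not shrink. Camera, which uses all tested genes without a threshold, gave 1.47e-05 for the replication genes but 0.105 for the cell cycle genes. The largest log2 fold change of a replication gene was 0.56, so that none of them passed when a log2 fold change of at least 1 was also required, and the p-value of Fisher's exact test, one-sided, was then 1.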

Consistently, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis demonstrated the significant upregulation of DNA replication- and cell cycle-related genes in iECDCs compared with pECDCs (Supplementary Figures S1a,b). To exclude immortalization caused by chromosomal abnormalities, we did karyotype analysis and the results showed that about 80% of karyotypes have 40 chromosomes (Figure 2B), without telomere shortening (Figure 2C).

**Figure 2:**
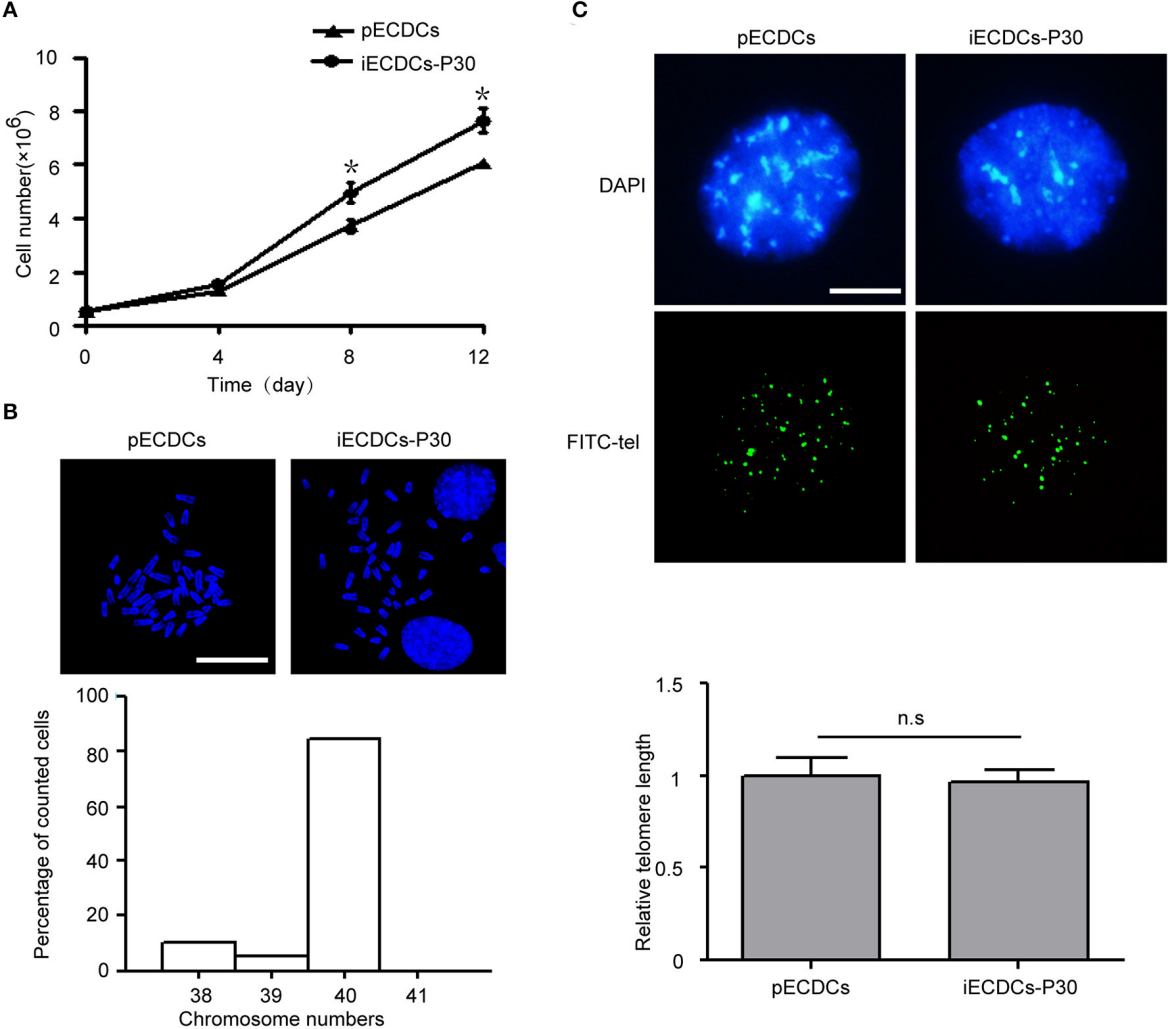
Establishment of mouse immortalized ECDCs (iECDCs). **(A)** Growth curves of isolated pECDCs and iECDCs at passage 30. Data represent mean ± SEM (*n* = 3, *p < 0.05, two-tailed *t*-test). **(B)** 4′,6-diamidino-2-phenylindole (DAPI) staining and quantity statistics of chromosome numbers during mitosis in iECDCs at passage 30 (*n* = 25). **(C)** Telomere Quantitative Fluorescent *in situ* hybridization (Q-FISH) and quantification of pECDCs and iECDCs at passage 30 (*n* = 30, ns means no significant difference, two-tailed *t*-test).

### Immortalized ECDCs Showed a Cardiac-Specific Gene Expression Pattern

To further characterize pECDCs and iECDCs, we performed the RNA sequencing to compare gene expression profiles of pECDCs and iECDCs (passage 30). 

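The libraries were first compared within their groups, on genes with at least 20 counts over each pair of libraries. The chi-square statistic per degree of freedom, which is about 1 for libraries that differ only by sampling noise, was 2.72, 4.23 and 2.70 for the 3 pairs of pECDC libraries. It was 4.61 for iECDC replicates 1 and 2, but 30.8 for replicates 1 and 3 and 24.9 for replicates 2 and 3, so that the third iECDC library stood apart. No pair held identical values or differed by sampling noise alone, and each library was counted as 1 replicate. The paper calls its replicates biological but does not say whether they came from separate isolations or transductions. The SDs and p-values therefore cover the spread between these libraries, and not necessarily that between isolations or transduced lines. Across the 54532 genes, Spearman's rho of log2(FPKM + 1) averaged 0.923 between pECDC libraries (from 0.923 to 0.924) and 0.918 between iECDC libraries (from 0.914 to 0.922). Between a pECDC and an iECDC library it averaged 0.915 over 9 pairs, from 0.909 to 0.920, which overlaps the range within iECDCs but lies below that within pECDCs. The overlap depended on the genes used. With only genes of an FPKM of at least 1 in at least 1 library, rho was 0.971 to 0.980 between the groups. Within iECDCs it was then 0.982 to 0.991, without overlap. With Pearson's r over all genes the 2 ranges overlapped, 0.9906 to 0.9938 and 0.9936 to 0.9967. These correlations are across genes, which are not independent replicates, so no p-value is given. Pearson's r in place of Spearman's rho moved them most, to 0.997 within pECDCs, 0.995 within iECDCs and 0.993 between the groups.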

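Of 11 surface marker genes, 7 had enough counts to be tested between pECDCs and iECDCs, and 6 of these had a positive log2 fold change in iECDCs. With an adjusted p-value under 0.05, 3 were higher in iECDCs, both over all genes and over the 7 alone. Eng, which encodes CD105, lies on chromosome 2 from 32646595 to 32682669 and overlaps Fpgs on the opposite strand. Its FPKM was 67.3 ± 0.924 (SD, n = 3) in pECDCs and 86.3 ± 5.39 (SD, n = 3) in iECDCs, a log2 fold change of 0.35 (standard error 0.066, adjusted p = 0.00843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 9 libraries of the experiment in the fit the adjusted p of Eng in the same test was 0.136, the highest of its alternatives, which ranged from 1.19e-06 to 0.136. Thy1, which encodes CD90 (chromosome 9, 44043384 to 44048579), had an FPKM of 122 ± 0.819 (SD, n = 3) in pECDCs and 135 ± 10.1 (SD, n = 3) in iECDCs. Its difference did not pass (log2 fold change 0.13, standard error 0.071, adjusted p = 0.243 from the same test in edgeR). Ly6a, which encodes Sca-1 (chromosome 15, 74994877 to 74998031), belongs to a family of similar genes between which reads could be split, and is uncertain for that reason. Its FPKM was 4.77 ± 0.749 (SD, n = 3) and 6.23 ± 1.05 (SD, n = 3), and its log2 fold change of 0.38 (standard error 0.173) had an adjusted p of 0.165 from the same edgeR test. Cd34 and Itgb1 were the other genes that passed. Cd34 rose from an FPKM of 1.66 ± 0.146 to 3.26 ± 0.432 (SD, n = 3 each; log2 fold change 0.96, adjusted p = 0.00102 in edgeR), and Itgb1 from 357 ± 0.876 to 424 ± 23.3 (SD, n = 3 each; log2 fold change 0.23, adjusted p = 0.0433 in edgeR). The latter passed in 10 of its 16 alternatives, with an adjusted p of up to 0.181 in edgeR. Cd44 and Cd82 did not differ between the groups by this test. Without iECDC replicate 3, which stood apart from the other iECDC libraries, Thy1, Ly6a and Cd82 passed as well, with adjusted p-values of 0.00193, 0.0143 and 0.0239 in edgeR, whereas over all alternatives they reached 0.547, 0.499 and 0.693. The remaining genes were at or near the floor of 3 counts and were not tested. Pecam1, which encodes CD31, had 2 counts in every pECDC library and 0 to 3 in iECDC libraries, and Ptprc, which encodes CD45, had 0 to 4 and 1 to 4. Kit had 1 to 3 counts in pECDC libraries and 0 in every iECDC library, and Kdr had 2 to 8 and 2 to 9, so that differences in these genes were not detectable at this depth.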

The results showed that iECDCs retained the similar surface antigen expression pattern to pECDCs including CD105, CD90, Sca-1, CD31, CD45, Kdr, and c-kit (Figure 3A). Flow cytometry assay confirmed the expressions of these markers on iECDCs and no significant difference was observed between pECDCs and iECDCs (Figure 3B). 

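Gata4 lies on chromosome 14 from 63198922 to 63271692. Its FPKM was 57.7 ± 2.94 (SD, n = 3) in iECDCs and 60.0 ± 1.03 (SD, n = 3) in pECDCs, a difference within the replicate spread (log2 fold change -0.07, standard error 0.061, adjusted p = 0.475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hand2, on chromosome 8 from 57320983 to 57324633, had an FPKM of 16.7 ± 0.555 (SD, n = 3) in iECDCs and 20.8 ± 0.766 (SD, n = 3) in pECDCs. It was lower in every iECDC library (log2 fold change -0.33, standard error 0.066, adjusted p = 0.0101 from the same edgeR test), and the transcript AV026068 overlaps it on the opposite strand. Without pECDC replicate 2 or without pECDC replicate 3, the adjusted p of Hand2 in edgeR was 0.0647 and 0.0616, in a range over its alternatives that began at 0.000951. Tbx18 (chromosome 9, 87702800 to 87731260) had an FPKM of 22.4 ± 3.19 (SD, n = 3) in iECDCs and 19.6 ± 0.638 (SD, n = 3) in pECDCs, and did not differ (adjusted p = 0.257 in edgeR), except without iECDC replicate 3, where its adjusted p was 0.000322 in a range up to 0.628. Mef2a, with an FPKM of 3.64 ± 0.253 and 3.72 ± 0.120 (SD, n = 3 each), did not differ either. Isl1, on chromosome 13 from 116298281 to 116309689, had 0 to 1 counts in the iECDC libraries and 0 in every pECDC library. These are below the floor of 3 counts, which corresponds to an FPKM of 0.0461 in iECDC replicate 2.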

Besides, we observed the expression of cardiac-specific transcription factors in iECDCs such as Gata4 and Hand2. iECDCs do not express the second-field heart progenitor cell marker such as Isl1, confirmed via immunofluorescence images (Figures 3A,C). 

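Of 6 paracrine factor genes, 1 had an adjusted p-value under 0.05 between iECDCs and pECDCs, both over all genes and over the 6 alone. Igfbp4, on chromosome 11 from 99041244 to 99054392, had the highest level of them in iECDCs. Its FPKM was 254 ± 19.7 (SD, n = 3) in iECDCs and 317 ± 8.88 (SD, n = 3) in pECDCs, and it was lower in every iECDC library (log2 fold change -0.33, standard error 0.076, adjusted p = 0.0189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 9 libraries in the fit this adjusted p was 0.114 in edgeR, and it passed in 11 of its 16 alternatives, ranging from 0.000112 to 0.114. Cxcl12 (chromosome 6, 117168535 to 117181367) had an FPKM of 117 ± 28.0 (SD, n = 3) in iECDCs, with the third library apart from the others, and 137 ± 3.01 (SD, n = 3) in pECDCs. Its log2 fold change of -0.24 (standard error 0.14) was within that spread (adjusted p = 0.275 in edgeR). Without iECDC replicate 3 it was -0.45 (adjusted p = 2.03e-07 in edgeR), and with no filter on low counts the adjusted p of Cxcl12 was 0.0162, while its highest value over the alternatives was 0.610. Vegfa (chromosome 17, 46016993 to 46032369) had an FPKM of 43.0 ± 11.4 (SD, n = 3) and 55.1 ± 0.868 (SD, n = 3), again with the third iECDC library apart, and its difference did not pass (log2 fold change -0.37, adjusted p = 0.168 in edgeR). This call also changed, with an adjusted p of 0.00957 without iECDC replicate 3 and 0.000506 with no filter on low counts in edgeR, the lowest of its alternatives, which reached up to 0.336. Fgf7 (chromosome 2, 126034658 to 126091185) had an FPKM of 45.9 ± 12.1 (SD, n = 3) and 54.5 ± 0.619 (SD, n = 3), and did not differ (adjusted p = 0.314 in edgeR), except with no filter on low counts, where its adjusted p was 0.0228 in a range up to 0.494. Vegfb had an FPKM of 18.6 ± 1.81 (SD, n = 3) and 19.3 ± 0.677 (SD, n = 3), with no difference between the groups. Pgf, which encodes PlGF, was the lowest of the 6, with an FPKM of 1.13 ± 0.541 (SD, n = 3) in iECDCs and 0.652 ± 0.139 (SD, n = 3) in pECDCs (adjusted p = 0.134 in edgeR). It passed without iECDC replicate 3 (adjusted p = 0.00711 in edgeR) and with no filter on low counts (0.0106), and over its alternatives reached 0.432.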

Paracrine factors, which are regarded as key regulator benefitting CDCs therapeutic effect in heart diseases, were highly expressed in iECDCs [chemokine (C-X-C motif) ligand 12 (CXCL12), VEGF, FGF, IGFBP4, etc.] (Figure 3A). 

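Over the whole transcriptome, 2258 of the 13752 tested genes (16.4%) had an adjusted p-value under 0.05 between iECDCs and pECDCs, of which 992 were higher and 1266 lower in iECDCs. The 3 libraries of each group did not overlap in 5490 genes (39.9%), where chance gives 10%, and 2257 of the 2258 genes were among them. Most differences were small. The median size of the log2 fold change was 0.17 over all tested genes and 0.51 over the 2258, and 86.3% of the tested genes changed by less than 0.5 on the log2 scale. Of the 2258 genes, 1746 (77.3%) changed by less than 1 on that scale, which left 512 genes (140 higher and 372 lower). The count depended on the fit and ranged from 674 with all 9 libraries of the experiment in one fit to 4432 without iECDC replicate 3, the library that stood apart. Without 1 of the pECDC replicates it was 1010 to 1062. The authors' deposited table lists 2437 genes for this comparison, 1155 higher and 1282 lower, and 2148 of them are among the 2258. The paper's reasoning starts from the surface antigens, which it compares between iECDCs and pECDCs by RNA in Fig. 3A and by flow cytometry in Fig. 3B, and adds transcription factors and paracrine factors whose expression it describes in iECDCs (Fig. 3A,C).

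**Figure D1:**
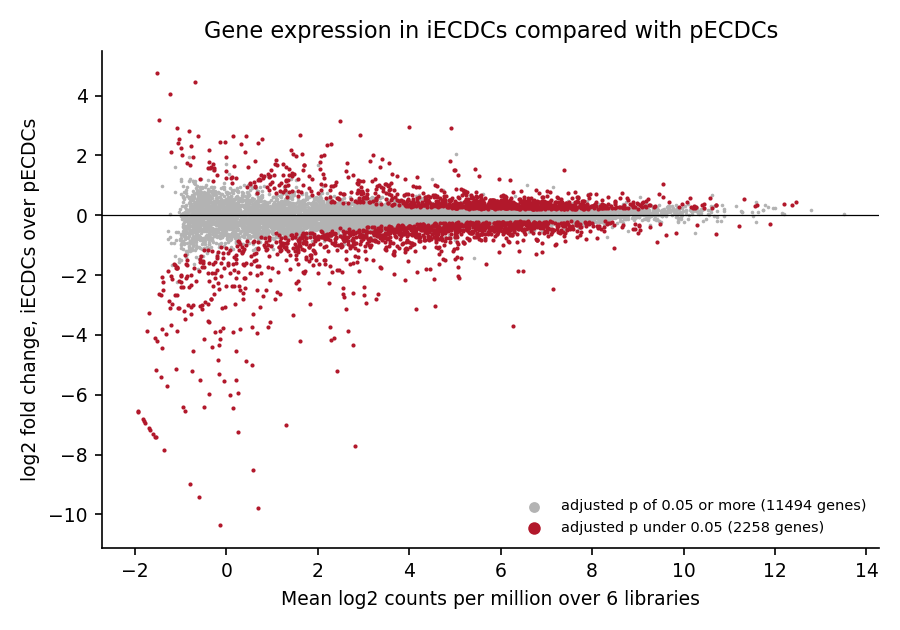
Gene expression in iECDCs compared with pECDCs. Each point is 1 of 13752 genes, with its mean abundance over the libraries (log2 of CPM, library-size-scaled counts) on the horizontal axis and its log2 fold change (iECDCs over pECDCs) on the vertical axis, and the 2258 genes with an adjusted p-value under 0.05 are in red; most points lie close to 0, and the lowest reach below -7.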

Based on these results, iECDCs retained most of CDCs gene expression pattern, similar to pECDCs, indicating that hTERT induction could be used for pECDCs expansion and iECDCs could be utilized as a cell model for further functional study.

**Figure 3:**
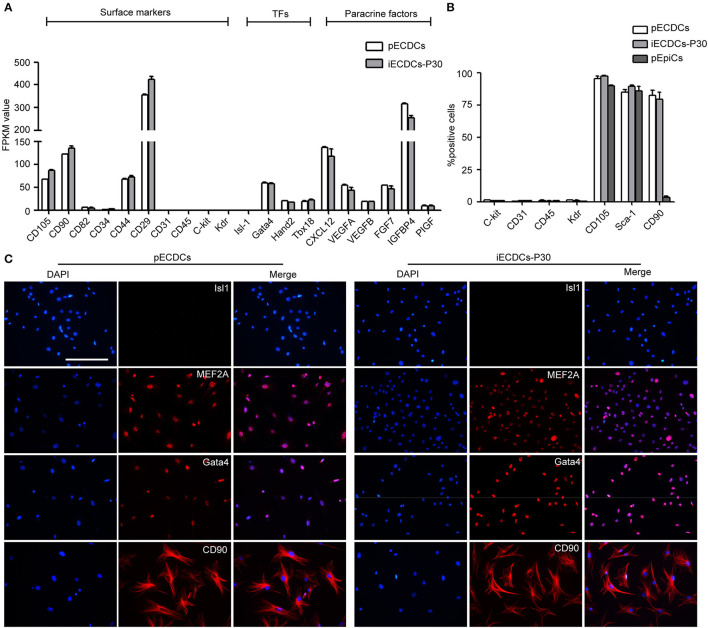
Lineage specification of pECDCs and iECDCs. **(A)** The expression of surface markers, transcription factors, and paracrine factor genes of pECDCs and iECDCs. The pECDCs and iECDCs at passage 30 were used for RNA sequencing. Fragments Kilobase of exon model permillon mapped reads (FPKM) values were used for quantification of gene expression level. Data represent mean ± SEM (*n* = 3). **(B)** Flow cytometric analysis of cell surface markers of pECDCs, pEpiCs, and iECDCs at passage 30, using anti-c-kit, CD31, CD45, Kdr, CD105, CD90, and stem cell antigen-1 (Sca-1) antibodies. Data represent mean ± SEM (*n* = 3). **(C)** Immunostaining of CDC cell markers for pECDCs and iECDCs (scale bar = 100 μm).

### Immortalized ECDCs Have a Multilineage Differentiation Potential

Tbx18^+^ EpiCs give rise to multiple cardiac cells during heart development including myocytes, fibroblasts, and smooth muscle cells (31). To determine whether Tbx18^+^ iECDCs possess stem cell properties, we analyzed their ability to differentiate into three major heart cell lineages: smooth muscle cells, endothelial cells, and cardiomyocytes. iECDCs differentiated into a-SMA^+^ smooth muscle cells (61.41 ± 3.22%) (Figure 4A), desmin^+^ myocytes (21.88 ± 4.85%), and limited cTNT^+^ myocytes (3.52 ± 1.1%) (Figure 4C), indicating that cardiac differentiation mainly produced immature cardiomyocytes (Desmin^+^/cTNT^−^). The GO analysis demonstrated activation of the cardiac muscle development process and inhibition of DNA replication after treatment of 5-azacytidine (Figure 4D). Consistently, heatmap analysis showed a remarkable increase of cardiomyocyte-specific gene expression in the induced-iECDCs group (Figure 4E). Tube-formation assay is one of the simple, but well-established *in-vitro* angiogenesis assays. iECDCs formed efficiently tube-like networks after 6 h culture on matrigel (Figure 4B), suggesting its vasculogenic and angiogenic potential of iECDCs. These data confirmed the cardiovascular differentiation ability of iECDCs *in vitro*.

**Figure 4:**
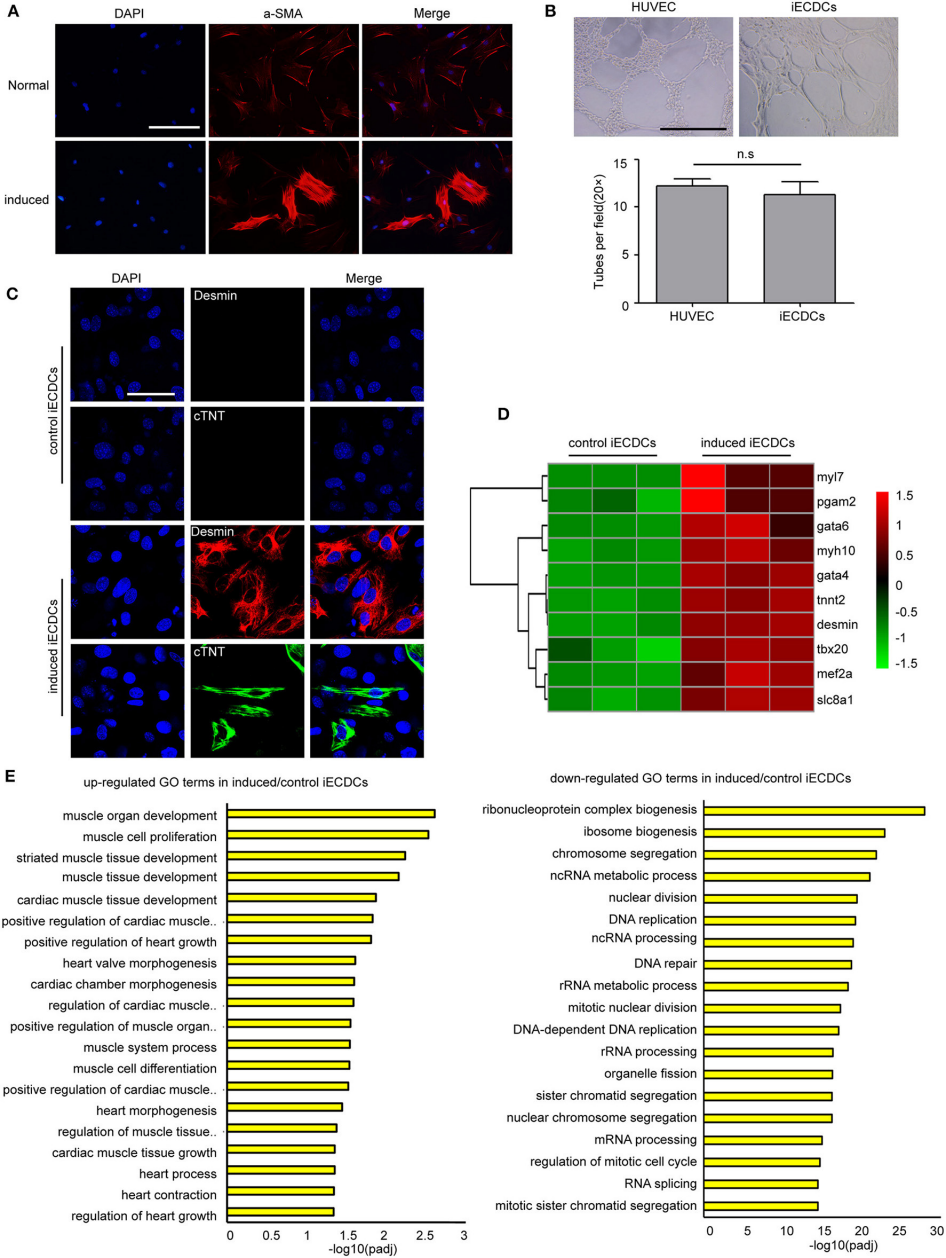
Cardiovascular differentiation potential of iECDCs *in vitro*. **(A)** Immunostaining of iECDCs with a-SMA pre- and postsmooth muscle differentiation induced by TGF-β1 and PDGF-β (scale bar = 100 μm). **(B)** Analysis of blood vessel network formation after 6 h culture on Matrigel of HUVEC and iECSCs (*n* = 8, two-tailed *t*-test). **(C)** Confocal imaging of cardiac marker proteins desmin and cTNT in induced iECDCs (scale bar = 100 μm). **(D)** Heatmap analysis of cardiomyocyte-related genes to compare induced iECDCs with normal iECDCs. Expression levels were identified with different colors in which red represents upregulation and green represents downregulation. **(E)** The Gene ontology (GO) analysis results up- and downregulated GO terms in induced iECDCs vs. normal iECDCs based on the RNA sequencing assay (*n* = 3, *p < 0.05, two-tailed *t*-test).

### Immortalized ECDCs Transplantation Decreased Fibrosis and Improved Heart Function in MI Mouse Model

It has been previously reported that CDCs transplantation preserved cardiac function in multiple injury animal models (18–20). Whether epicardium-derived Tbx18^+^ CDCs have the same effect, it has not been demonstrated. To explore the infusion and function of iECDCs in the heart of the MI mouse, GFP-labeled iECDCs (Supplementary Figure S3a) (4 × 10^5^) were injected in 2 sites bordering the infarct and PBS-injected mice were regarded as controls. 6 weeks later, the mice were sacrificed and the hearts were collected for further identification. Echocardiography was utilized to evaluate heart function. 6 weeks post-MI, infarcted areas, especially in the left ventricle, were observed apparently in PBS-treated mouse (6.61 ± 1.4%), while significantly decreased in the iECDCs transplanted group (3.01 ± 0.8%) (Figures 5A,B). TTC staining was in line with the Masson's trichrome staining results (Figure 5A). Figures 5C,D shows improvement of left ventricle ejection fraction (LVEF) in the iECDCs transplanted group (54.2 ± 3.5%) compared to the PBS-treated group (45.08 ± 2.9%). Consistently, FS values increased in the transplanted group (28.29 ± 2.1%, *p* < 0.05) compared to the PBS-treated group (22.21 ± 1.6%, *p* < 0.05). Moreover, the LVIDd was reduced in the transplanted group (5.19 ± 0.5 mm) vs. the PBS-treated group (6.84 ±0.3 mm, *p* < 0.05). The sham group exhibited normal heart function, LVEF (70.33 ± 2.4%), FS (40.4 ± 2.3%), and LVIDd (3.64 ± 0.1 mm) (Figures 5C,D). The data indicated that ECDCs graft prominently inhibited fibrosis and improved cardiac function in the MI mouse model.

**Figure 5:**
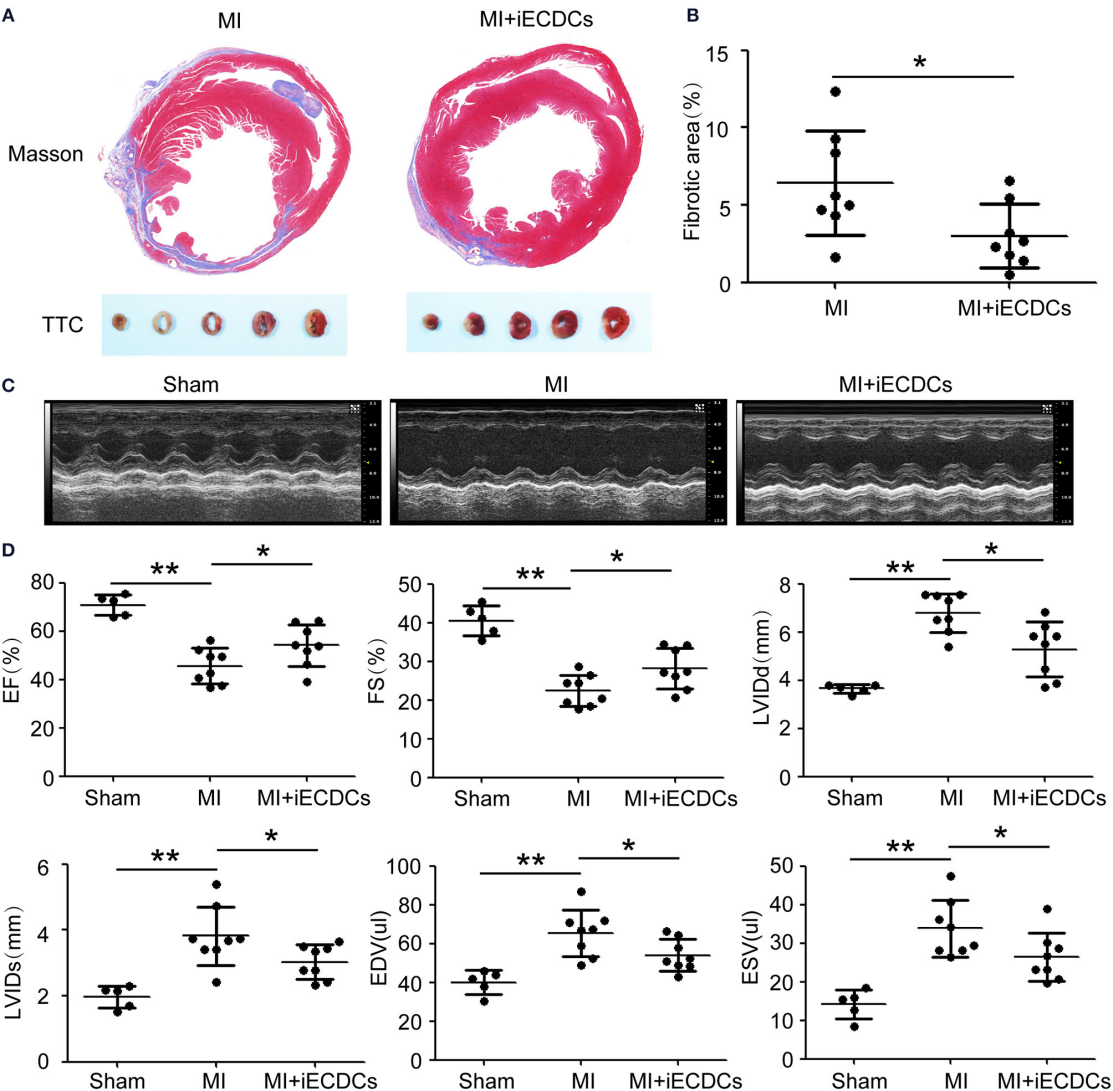
iECDCs graft improved cardiac function *in vivo*. **(A)** Representative images of Masson's trichrome staining and TTC staining for iECDCs-transplanted and control heart injected with same volume of phosphate-buffered saline (PBS) at 6 weeks postmyocardial infarction (MI) (scale bar = 500 μm). **(B)** Quantification of the fibrotic area in iECDCs-transplanted hearts vs. PBS-treated hearts at 6 weeks post-MI (*n* = 8, *p < 0.05, **p < 0.01, one-way ANOVA *post-hoc* student Newman–Keuls test). **(C)** Representative echocardiographic images in different groups. **(D)** Cardiac function were evaluated by echocardiography (*n* = 8, *p < 0.05, one-way ANOVA *post-hoc* student Newman–Keuls test). Data are presented as mean ± SEM.

### Immortalized ECDCs Differentiated Into Cardiomyocytes and Smooth Muscle Cells in the Mouse Model

To verify the multilineage differentiation ability of iECDCs in the heart of the MI mouse model, we performed the counterstaining between GFP and different cardiovascular lineage markers (cTNT, a-SMA, PECAM, and Col3a1) to detect the iECDCs graft *in vivo*. GFP immunofluorescence results demonstrated successful integration of transplanted iECDCs in the mouse heart (7.35 ± 4.7%) (Supplementary Figure S3b). Unlike other reported studies *in vivo*, interestingly, these cells mainly differentiated into cTNT-positive cardiomyocytes instead of endothelial cells or fibroblasts (Figure 6 and Supplementary Figure S3c) and only several GFP/a-SMA double-positive vessels were observed in the transplanted myocardium around the injury site (Figure 6), indicating that the necrosis and inflammation released factors may affect transplanted iECDCs differentiation. In contrast, Dil-labeled pECDCs do not differentiate into cardiomyocytes, endothelial cells, or smooth muscle cells in the transplanted MI mouse heart; on the contrary, these cells colocalized with extracellular matrix (ECM)-Col3a1 and seem to be in the stage of apoptosis (Supplementary Figure S4), suggesting the potential of telomere homeostasis in improving the survival efficiency and differentiation ability of ECDCs transplantation in the mouse heart.

**Figure 6:**
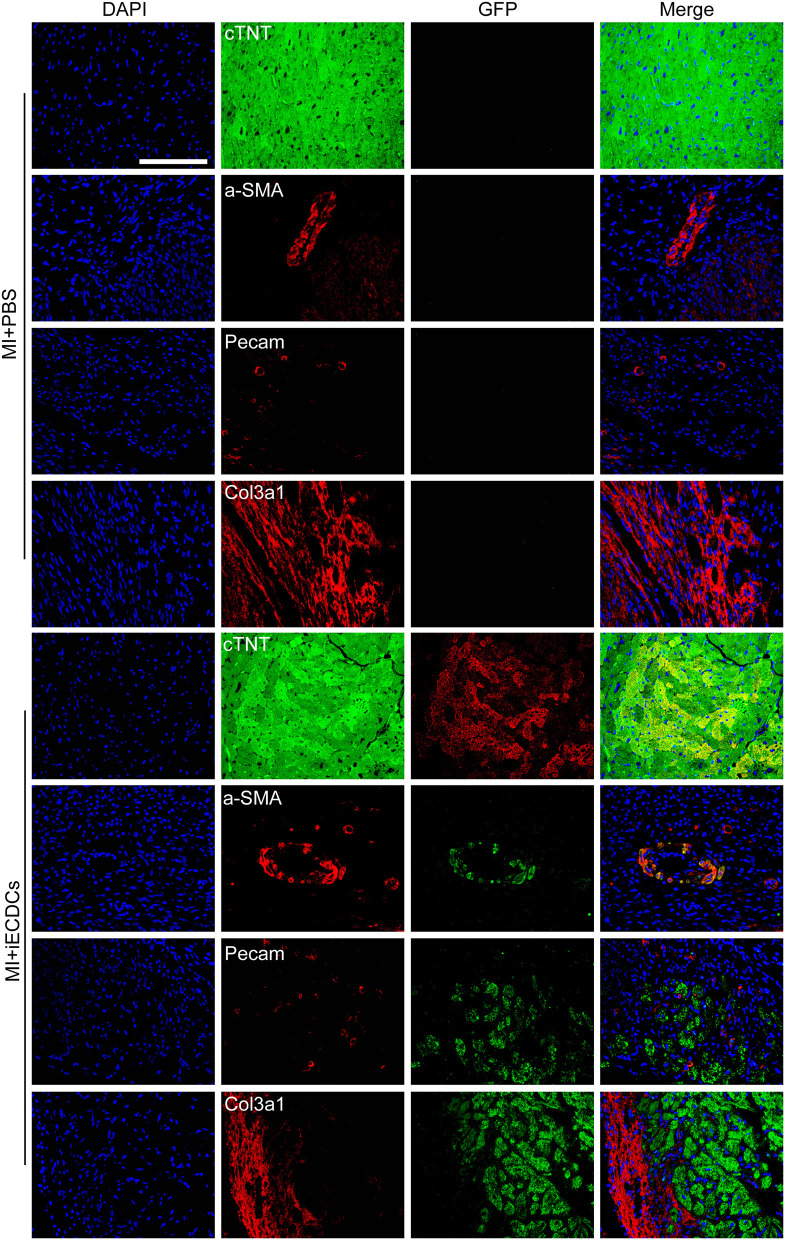
iECDCs differentiated into cardiomyocytes and smooth muscle cells in the mouse model. GFP^+^ iECDCs-transplanted hearts were harvested and sectioned 6 weeks post-MI. Representative images of GFP costained with cTNT, a-SMA, PECAM, and Col3a1, which indicated cardiomyocyte, smooth muscle cell, endothelial cell, and fibroblast, respectively (scale bar = 100 μm).

### Characterization of iECDCs-Derived Exosomes

Exosomes are vesicles secreted by many types of cells, containing abundant small RNAs and proteins, which mediate cell-to-cell communication (38). Recently, CDC exosomes (CDC_exo_) were considered beneficial paracrine factors, contributing to cardioprotection in CDC-based cell therapy in cardiovascular diseases (39). To characterize iECDCs-derived exosomes (iECDC_exo_), we detected the expression of exosome surface markers. Western blot results showed a distinct expression pattern of membrane proteins between iECDC_exo_ and differentiated C2C12-derived exosomes (dC2C12_exo_). Compared to dC2C12_exo_ carrying more CD63, iECDC_exo_ highly expressed CD82, which was an ideal cargo for peptide loading (Figure 7B). As expected, iECDC_exo_ exhibited a classical bilayer membrane structure under transmission electron microscopy (Figure 7A). Simultaneously, NTA revealed that the average vesicle size of iECDC_exo_ was 127 nm in diameter, similar to 121 nm of the dC2C12_exo_ (Figure 7C). It suggested that iECDCs could yield functional exosomes with therapeutic potential.

**Figure 7:**
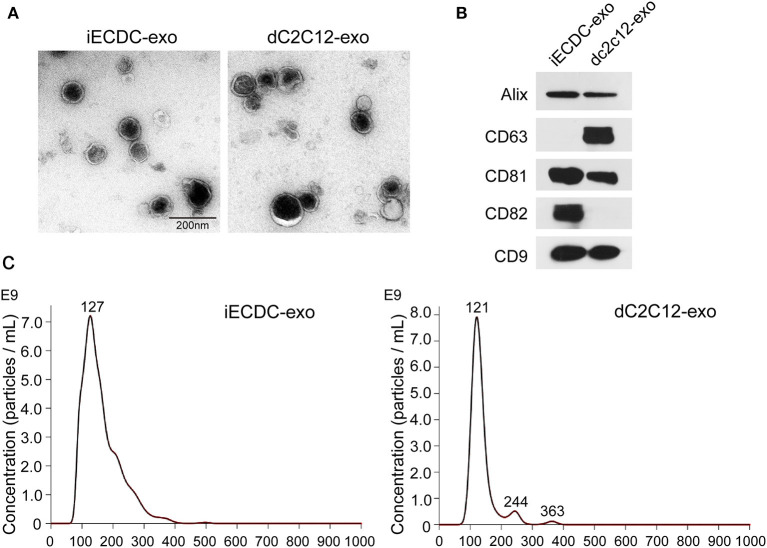
Characterization of iECDC exosomes. **(A)** Transmission electron microscope images of isolated dC2C12 and iECDC exosomes (scale bar = 200 nm). **(B)** Western blots to detect membrane proteins on dC2C12 and iECDC exosomes. Total protein (30 μg) was loaded and anti-Alix, CD63, CD81, CD82, and CD9 antibodies were used. **(C)** Measurement of exosome size distribution with Nanoparticle Tracking Analysis (NTA) (Nanosight, Westborough, MA, USA).

## Discussion

Cardiosphere-derived cells are now considered as one of the most promising progenitor cells for clinical application (40). Mechanistic studies showed that CDCs graft robustly improved cardiac function, decreased scar size, and promoted myocardium survival, especially in acute myocarditis (7, 8). However, CDCs are derived from heart biopsy consisting of heterogeneous cell subpopulations, leading to an indistinct understanding of origin of CDCs. Epicardium is an evolutionarily conserved layer covering the outside of the heart. During cardiac development and injury, EpiCs underwent EMT, migrate from the epicardium, served as a progenitor cell pool, and principally give rise to fibroblasts and vascular smooth muscle cells verified from lineage tracing *in vivo* (21–24).

To investigate whether epicardium could yield CDCs, we directly isolated the epicardium of the adult mouse heart. According to referred methods, epicardium-derived cells also form cardiospheres on a poly-D-lysine-coated dish, while requiring a longer time than other groups reported. As expected, ECDCs express well-characterized CDCs membrane markers, CD105, CD90, and Sca-1, as well as cardiac stem cell transcriptional factors, Gata4 and Mef2a. Primary EpiCs highly express Wt1, Tcf21, and Tbx18, while ECDCs retained the expression of Tbx18 and Upk3b and were negative for Wt1 and Tcf21. Although RNA sequencing results showed a differed gene expression profile, epicardial explant-derived pECDCs may originate from EpiCs EMT, which could be triggered by TGF-β factors (41). To investigate the relationship between pECDCs and pEpiCs, we used an effective TGF-β signaling pathway inhibitor-SB431542 to inhibit or reverse the EMT process produced in pECDCs culture. Ten days post-treatment, we found several epithelial clones formed, which re-expressed Wt1 and Tcf21, indicating close relationship between ECDCs and EpiCs EMT (data not shown).

To prevent the induced cell death and lineage variation during long-time culture, we used hTERT to immortalize primary ECDCs. 

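The genes that differed most between iECDCs and pECDCs were taken among protein-coding genes with an adjusted p-value under 0.05, an FPKM of at least 10 in the higher group and no overlap between the groups' libraries. Cdkn2a, on chromosome 4 from 89274471 to 89294653, fell the most. It had 407 to 562 counts in the pECDC libraries and 0 to 1 in the iECDC libraries (adjusted p = 6.86e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Barx1, on chromosome 13 from 48662998 to 48666507, had 349 to 385 counts in pECDC libraries and 0 to 1 in iECDC libraries. Pdpn (chromosome 4, 143267431 to 143299564) had an FPKM of 53.5 ± 3.33 (SD, n = 3) in pECDCs and 0.243 ± 0.125 (SD, n = 3) in iECDCs. The log2 fold changes of Efemp1 (chromosome 11, 28853204 to 28926743) and Renbp (chromosome X, 73922121 to 73930850) were -7.01 and -5.21. Increases were smaller. Lce1g (chromosome 3, 92750148 to 92752338), a member of a gene family whose reads could be split, had an FPKM of 1.95 ± 0.334 (SD, n = 3) in pECDCs and 17.7 ± 1.28 (SD, n = 3) in iECDCs, a log2 fold change of 3.14 (standard error 0.147, adjusted p = 3.04e-06 in edgeR). Smoc1 (chromosome 12, 81026808 to 81186414) rose from an FPKM of 1.63 ± 0.100 to 12.7 ± 1.92 (SD, n = 3 each). Hsd3b6 and Hsd3b1, paralogs on chromosome 3 that are uncertain because reads could be split between them, had log2 fold changes of 2.90 and 2.69. Cxcl5 (chromosome 5, 90759360 to 90761624) rose from an FPKM of 2.57 ± 0.0719 to 10.4 ± 5.28 (SD, n = 3 each), a log2 fold change of 2.02 (standard error 0.364). All of these genes kept an adjusted p under 0.05 under every alternative in which they were tested.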

After extensive testification, we verified that hTERT iECDCs have a better proliferation capacity without change of gene expression profile or chromosome aberration. Moreover, iECDCs have multipotentiality to cardiomyocytes, smooth muscle cells, and vasculogenic cells *in vitro*. Interestingly, inconsistency between desmin and cTNT staining indicated that 5-azacytidine induction may give rise to immature cardiomyocytes.

Cardiosphere-derived cells transplantation elicits cardioprotection function that has been elucidated in different animal models with MI injury (9, 42, 43). We showed that MI mice exhibited severe cardiac dysfunction with cardiomyocyte necrosis, fibrosis, and thinning of the ventricular wall, while iECDCs transplanted hearts displayed better contractility and reduced fibrosis. Furthermore, despite the reported poor survival efficiency of CDCs in infarcted myocardium (44), we did detect the transplanted GFP-positive iECDCs in the hearts of recipients. Strikingly, the labeled iECDCs mainly differentiated into cTNT-positive cardiomyocytes, instead of endothelial cells and fibroblasts, and only a few vessels were double positive for a-SMA and GFP. Nevertheless, limited differentiation ability of Dil-labeled primary ECDCs was observed in transplanted mouse heart (Supplementary Figure S4). Telomere shortening was closely relevant to stem cell senescence and differentiation (45–47), so that hTERT expression may be responsible for the difference between pECDCs and iECDCs engraft and differentiation ability *in vivo*.

Different differentiation abilities between *in vitro* and *in vivo* may result from paracrine regulation enhanced by cardiac injury because smooth muscle differentiation mainly exists in the myocardium close to the injury site. One limitation of this study was that iECDCs transplantation sites were different within the group. Although iECDCs could survive in the recipient myocardium, we cannot exclude that the distance between injection sites and ligation sites may affect the differentiation and cardiac functional rescue *in vivo*. Simultaneously, RNA sequencing results showed various growth factors expression in iECDCs, which implied that paracrine regulation might also benefit iECDCs transplantation-induced heart protection. 

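Of 37 growth factor and paracrine factor genes listed before the data were examined, 26 had a mean FPKM of at least 1 in iECDCs, and 13 had one of at least 10. Compared with pECDCs, 33 of the 37 were tested and 10 had a positive log2 fold change. With an adjusted p-value under 0.05 over all genes, 4 were higher in iECDCs, 11 were lower and 18 did not differ, and adjusted over the list alone 19 passed, of which 6 were higher. The genes that were higher were Fgf1, Hbegf, Kitl and Pdgfa, with log2 fold changes of 0.79, 0.69, 0.47 and 0.43. Hbegf rose from an FPKM of 21.9 ± 0.735 to 35.5 ± 3.81 (SD, n = 3 each; standard error 0.086, adjusted p = 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 9 libraries in one fit its adjusted p was 0.353, the top of a range over its alternatives that began at 8.73e-11, and in that fit only 1 of the 4 higher genes, Pdgfa, and 4 of the 11 lower genes kept their calls. Fgf1 passed in 12 of its 16 alternatives. The counts also moved when single libraries were left out. Without iECDC replicate 3, 8 genes of the list were higher and 14 lower. Without pECDC replicate 1, 2 or 3, 7 were lower each time, and 4, 3 and 3 were higher. Pdgfa overlaps an antisense transcript. Fgf1 was low, with 37 to 63 counts in the pECDC and iECDC libraries. It overlaps Arhgap26 on the opposite strand, which had up to 82 counts, so its rise is uncertain. Hgf (chromosome 5, 16553495 to 16620152) fell the most, from an FPKM of 9.94 ± 0.704 in pECDCs to 1.20 ± 0.586 in iECDCs (SD, n = 3 each), a log2 fold change of -3.04 (standard error 0.271, adjusted p = 0.000145 in edgeR). Fgf2 (chromosome 3, 37348346 to 37410108) fell from 18.8 ± 0.380 to 8.25 ± 1.10 (SD, n = 3 each), with a log2 fold change of -1.20 (standard error 0.095, adjusted p = 7.45e-05 in edgeR). Pdgfc and Angpt1 had log2 fold changes of -1.06 and -1.78, the latter between 17 to 26 counts in pECDC libraries and 4 to 6 in iECDC libraries.

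**Figure D2:**
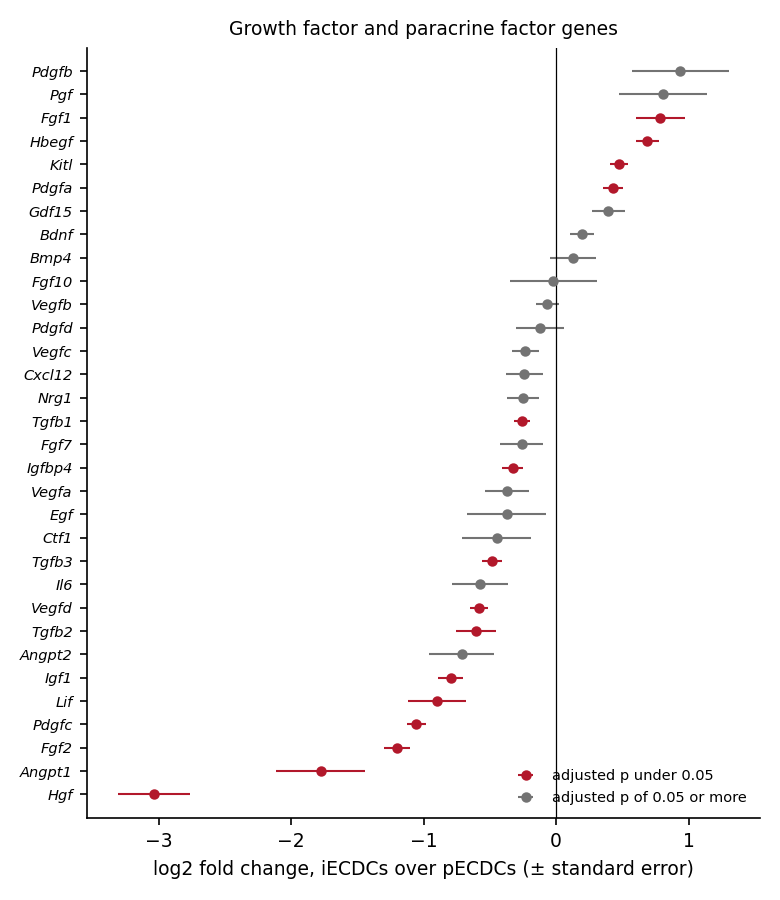
Growth factor and paracrine factor genes in iECDCs compared with pECDCs. Points are the log2 fold changes of genes of the list and bars their standard errors, in red where the adjusted p-value was under 0.05; Hgf is the lowest at -3.04, and Fgf1, Hbegf, Kitl and Pdgfa are in red above 0.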

Another raised concern in this study was about whether Tbx18^+^ EpiCs contribute to cardiomyocyte in fetal or adult hearts. In the embryonic heart, Tbx18 was not only expressed in the epicardium, but also in the cardiomyocytes residing in the interventricular septum and the left ventricle (48), thus lineages tracing studies with Tbx18-cre in mice could not prove the cardiac differentiation capacity of Tbx18^+^ EpiCs. Though Tbx18^+^ iECDCs possess the cardiomyocyte differentiation potency, we could not conclude that Tbx18^+^ EpiCs could differentiate into cardiomyocytes in terms of heart development. Meanwhile, whether Tbx18^+^ ECDCs exist in the heart epicardium or *in-vitro* culture produced cell pool was still a challenging issue.

Accumulating evidence indicates CDC secreted exosomes as a key element that mediates indirect and long-lasting cardioprotection in CDC transplantation. Systemic CDC_exo_ administration seems to be a candidate substitute for CDC cell therapy in multiple cardiovascular diseases (8, 11, 49, 50). In this study, we characterized iECDC_exo_ and found that it exhibits a different membrane protein expression pattern than dC2C12_exo_. iECDC_exo_ highly expressed CD82, while dC2C12_exo_ highly expressed CD63. Gao et al. (34) reported an anchor peptide CP05, specifically binding to CD63, enriched on the exosome surface. Murine myotube C2C12 exosomes modified with CP05 and phosphorodiamidate morpholino oligomers (PMO) administration successfully rescued dystrophin expression and improved skeletal muscle function in the DMD mouse model. Phage screening of CD82-binding peptides might provide a tool for ECDC_exo_ engineering with DNA, RNA, and peptides, thus functioning as cargo for targeted therapeutic drug delivery in dystrophic cardiomyopathy and other cardiovascular injuries.

In summary, we isolated and established an immortalized ECDC cell line with a cardiac progenitor cell-related gene expression pattern, multipotentiality, and cardioprotection capacity in the MI mouse model. Our studies revealed that functional CDCs could yield from the epicardium. Meanwhile, ECDCs and ECDC_exo_ may be a promising model to investigate CDC cell therapy and exosome therapy.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care And Use Committee of Zheng Zhou University.

## Author Contributions

ZG designed the project. ZG and MG performed most of the experiments. LQ helped with the transcriptome analysis and cell transplantation. BH and SL wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study is supported by the National Natural Science Foundation of China (Grant No. 31970836 and 81801549) and the National Health Commission Key Laboratory of Birth Defects Prevention (Grant No. ZD202003).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Epicardium-Derived Tbx18+ CDCs Transplantation Improve Heart Function in Infarcted Mice
**Source:** Front Cardiovasc Med. 2022 Jan 24;8:744353. doi: 10.3389/fcvm.2021.744353
**Supplement:** Supplementary file 1

**Supplemental Figures**

**Figure S1, related to Figure 2**

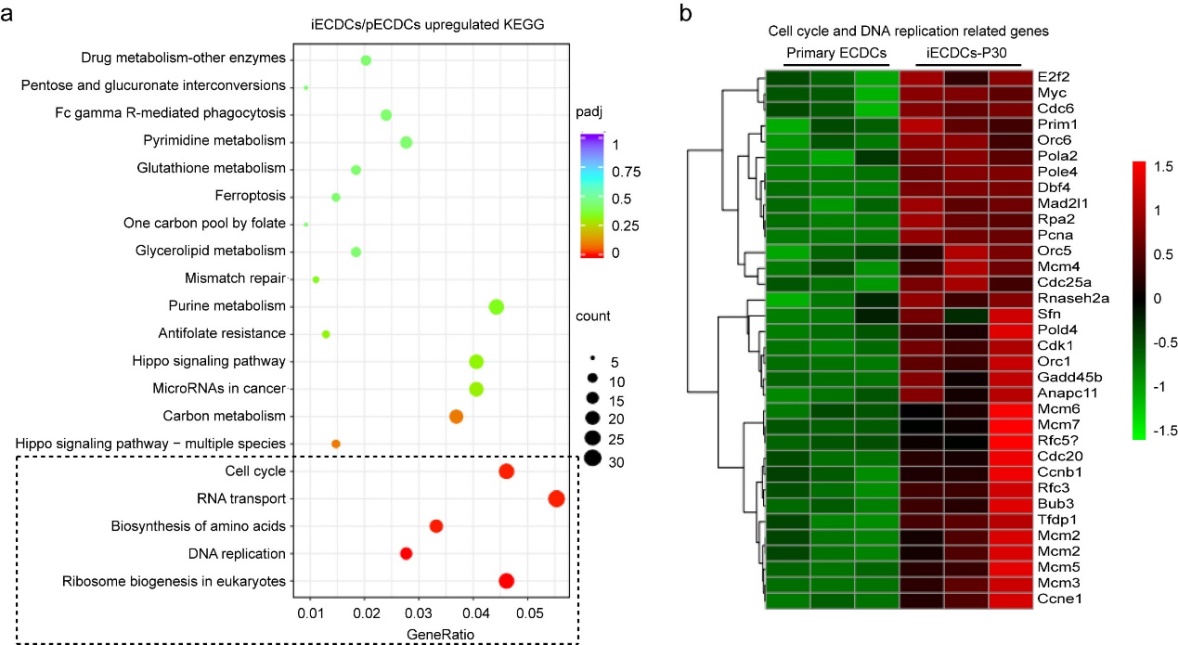

**Figure S1. Differential gene expression between primary ECDCs and immortalized ECDCs**. **a)** Up-regulated KEGG pathways in iECDCs versus pECDCs based on the RNA-sequencing assay (n=3, *p<0.05, two-tailed t test). **b)** Heatmap analysis of DNA replication and cell cycle-related genes to compare induced iECDCs with pECDCs. Expression levels were identificated with different colors in which red represents upregulation and green means downregulation (n=3, *p<0.05, two-tailed t test).

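Of 33 genes read from the heatmap of DNA replication and cell cycle genes, all 33 were tested and all had a positive log2 fold change in iECDCs compared with pECDCs. The values were small, from 0.17 to 0.96 with a median of 0.31. With an adjusted p-value under 0.05 over all genes, 26 of the 33 were higher in iECDCs. The other 7, Sfn, Rfc5, Mcm6, Ccnb1, Prim1, Anapc11 and Tfdp1, did not pass. Adjusted over the list alone all 33 passed, which shows no stability, since the list consists of genes the paper had already called on the same libraries. In 18 of the genes the highest of the iECDC libraries was the third. Mcm5, a subunit of the replicative helicase on chromosome 8 from 75109569 to 75128439, had an FPKM of 46.6 ± 0.747 (SD, n = 3) in pECDCs and 65.4 ± 9.27 (SD, n = 3) in iECDCs, a log2 fold change of 0.48 (standard error 0.093, adjusted p = 0.00927 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdk1, the mitotic kinase on chromosome 10 from 69335146 to 69352938, rose from an FPKM of 34.3 ± 0.434 to 42.4 ± 1.89 (SD, n = 3 each), a log2 fold change of 0.29 (standard error 0.060, adjusted p = 0.0107 in edgeR). Mcm5 and Cdk1 passed in 14 and 12 of their 16 alternatives. The number of genes that passed moved most with all 9 libraries in the fit, to 1. The median log2 fold change of the 33 genes was 0.316 in that fit, so the calls changed and the differences did not.

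**Figure D3:**
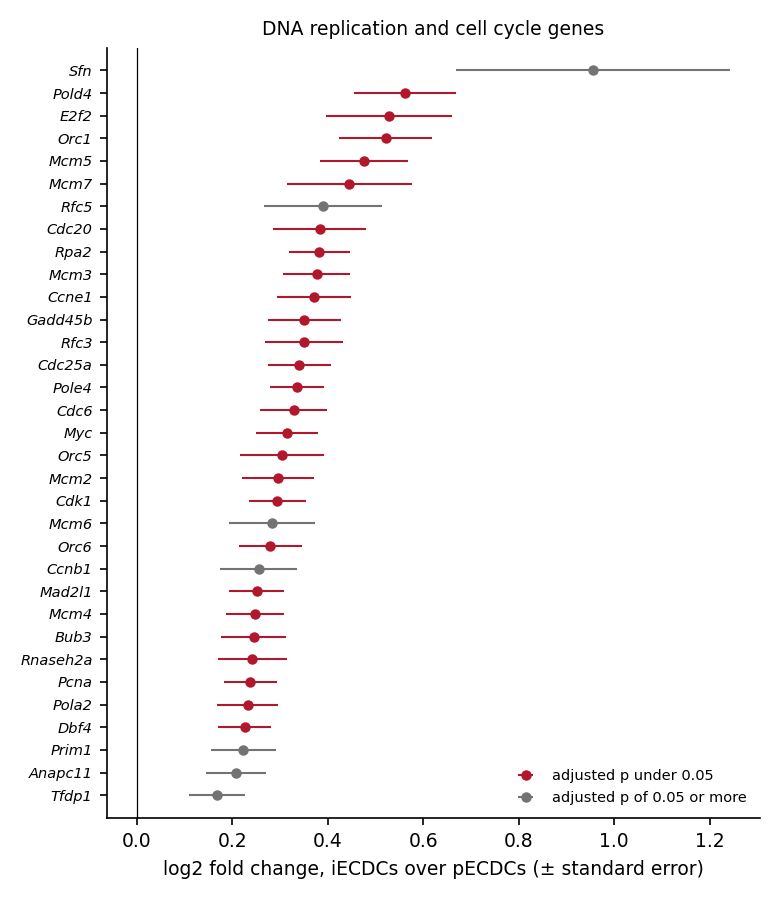
DNA replication and cell cycle genes of the heatmap in iECDCs compared with pECDCs. Points are log2 fold changes of the 33 genes and bars their standard errors, in red for the 26 genes with an adjusted p-value under 0.05; all points lie between 0.17 and 0.96.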

**Figure S2, related to Figure 3**

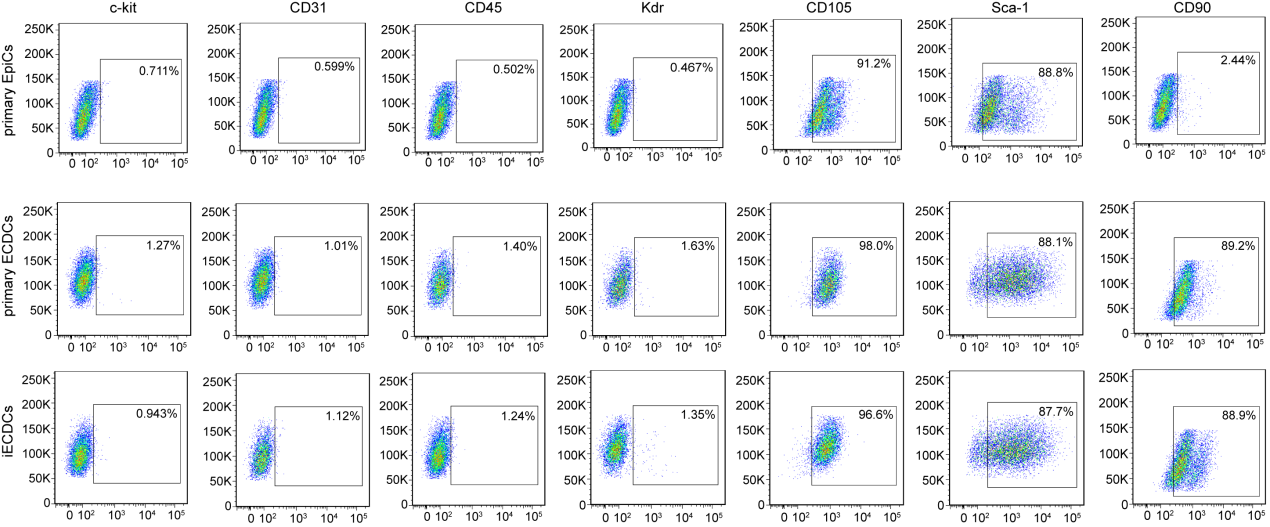

**Figure S2. Characterization of surface marker expression in iECDCs**. Flow cytometric analysis of c-kit,CD31,CD45,Kdr,CD105,CD90 and Sca-1 expression in primary EpiCs, ECDCs and iECDCs at passage 30.

**Figure S3, related to Figure 6**

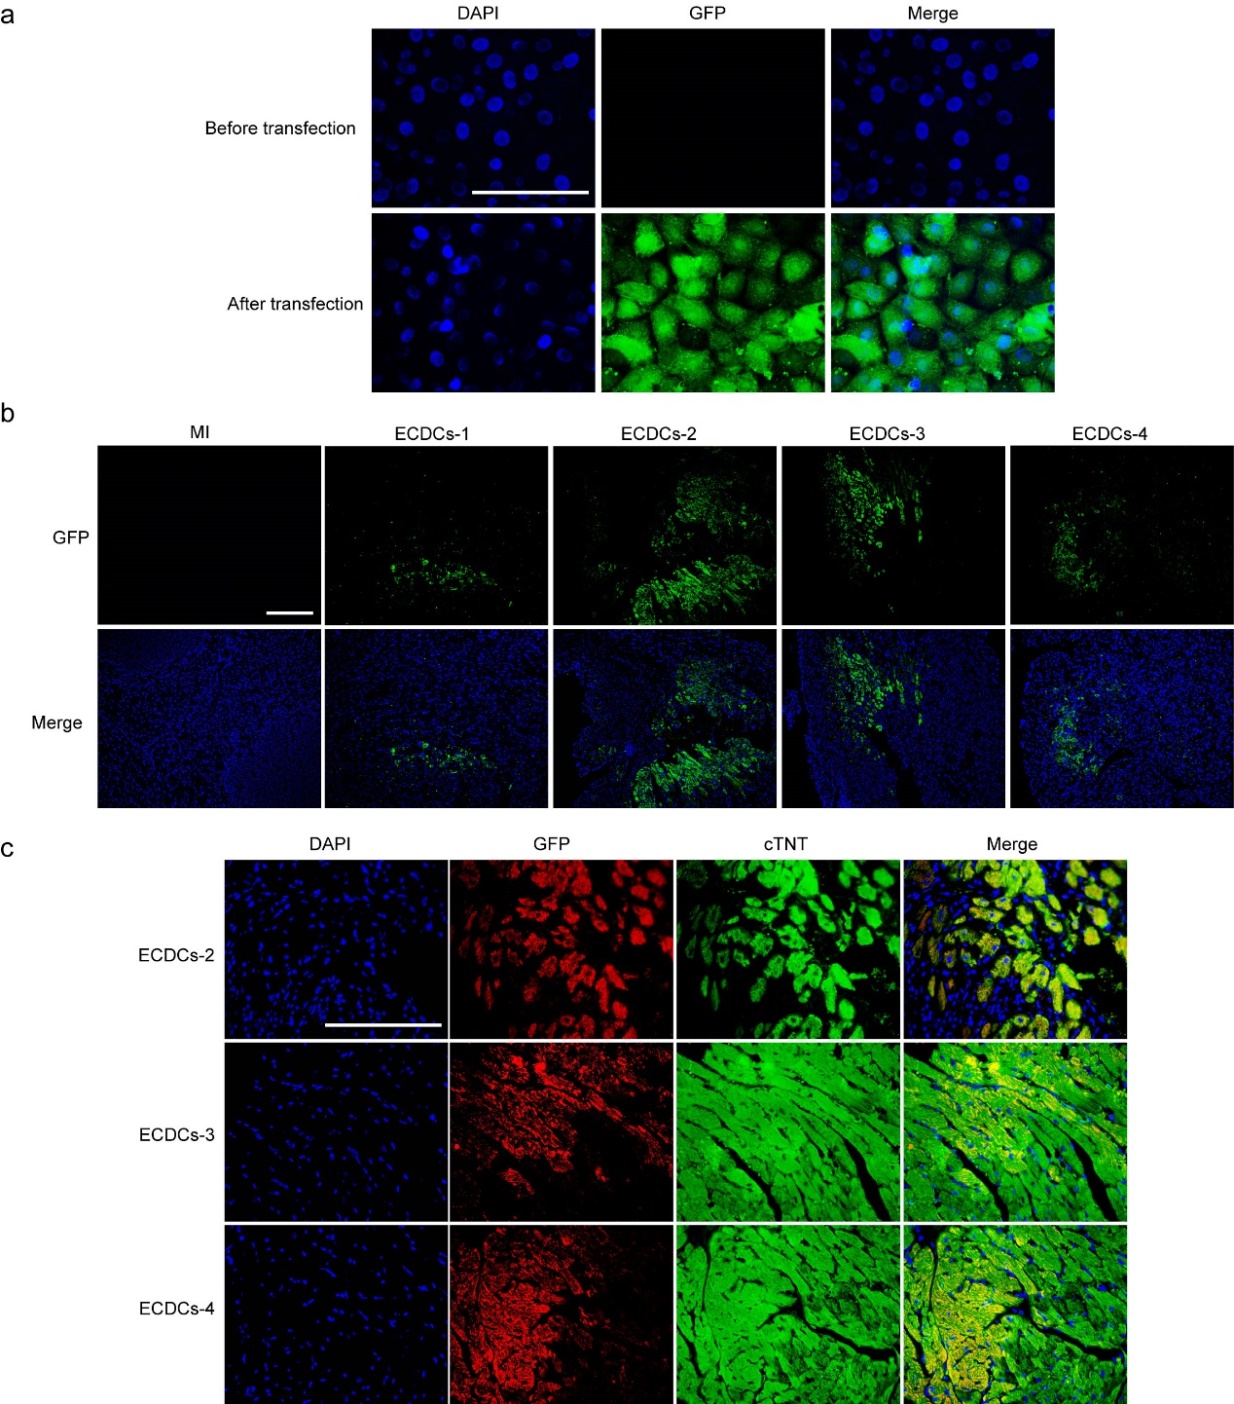

**Figure S3. iECDCs homing and differentiation in mouse heart**. **a)** Microscrope image of iECDCs transducted with GFP lentivirus (scale bar=100 μm). **b)** Immunostaining of GFP in the myocardium of iECDCs transplanted mouse heart under low magnification (scale bar=100 μm). **c)** Immunocytochemistry of GFP and cTNT in the myocardium of iECDCs transplanted mouse heart (scale bar=100 μm).

**Figure S4, related to Figure 6**

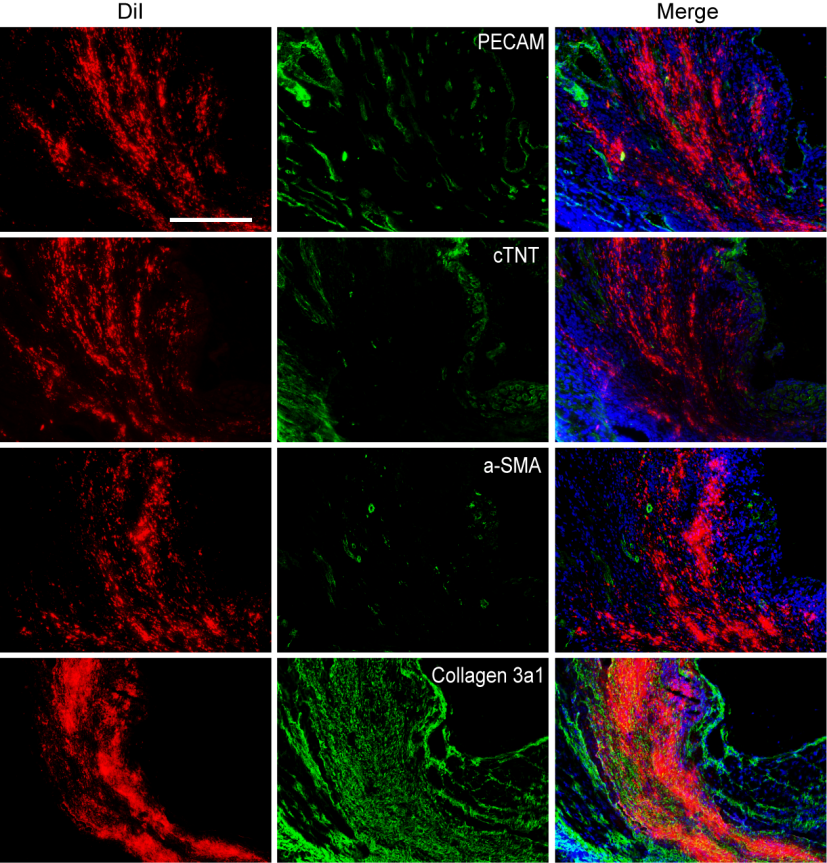

**Figure S4. pECDCs engraft and differentiation in mouse heart**. Co-staining microscrope image of Dil tagged primary ECDCs with different cardiovascular lineage markers (scale bar=100 μm).

How the deposited data were processed for this re-analysis (not part of the article)

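RNA sequencing of 9 libraries was used, 3 each of pECDCs, iECDCs and cells treated with SB431542, an inhibitor of the TGF-β type I receptor. The samples were grouped by their labels and the paper. For the treated libraries the labels and the paper name different cells and times, so comparisons with them are given only in the closing observations. In the passages within the article they entered only the fits with all 9 libraries. The authors deposited read counts per gene without normalization, and the paper's text does not name the aligner or the counting program. The authors also deposited FPKM values, which equal the count divided by the gene's length and by a constant of each library. Of all values, 1 count, of Pkm in pECDC replicate 3, was not the one its FPKM gives, and it was used as deposited. The log2 fold changes, p-values and adjusted p-values of the authors' comparisons were deposited in the same table and were made with DESeq and Benjamini-Hochberg adjustment according to the paper. The other deposited columns are the authors' gene lengths and group means of counts divided by size factors, and of these only the gene lengths were used. The authors' calls were used only for counts of genes. Coordinates are those of the deposited table. For 53585 of the 54532 genes the start and end were the same as in GENCODE release 21 on GRCm38, which gave the biotypes and overlapping genes, and 27 gene symbols that a spreadsheet had written as dates were restored from the gene identifiers.

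Total counts ranged from 19462912 to 23951392 in pECDC libraries, from 16568306 to 20204216 in iECDC libraries and from 17063137 to 20849975 in SB431542-treated libraries. A gene with at most 3 counts in every library of a group was taken to be at the floor, and counts are given for such a group in place of a fold. Floors cover counting error only. The common biological coefficient of variation was 0.0919 in the fit of iECDC and pECDC libraries and 0.171 in that of SB431542-treated and iECDC libraries.

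Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), the quasi-likelihood test, Benjamini-Hochberg adjustment and only the libraries of the compared groups in the fit. Gene lists were tested with Fisher's exact test, one-sided, against all tested genes, or with camera in limma 3.58.1 with an inter-gene correlation of 0.01. Libraries were compared by Spearman's rho of log2(FPKM + 1), and chromosomes by an exact permutation test, two-sided, with 0.1 as the smallest p-value that 3 libraries against 3 allow. The KEGG pathway lists of the paper were not used here, and the replication and cell cycle lists were written by hand before the data were examined. The paired alternative takes the replicate numbers of the labels as a block, since the paper describes no pairing. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

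The genes named are those of lists written before the data were examined (markers, transcription factors, paracrine, growth, epicardial and other factors of the paper, the heatmap genes, sex-linked, Cdkn2a and p53, TGF-β target, epithelial, haematopoietic and endothelial genes). Beyond these, for each comparison the 5 protein-coding genes with the largest increase and the 5 with the largest decrease are named, among those with an adjusted p-value under 0.05, a mean FPKM of at least 10 in the higher group and no overlap between the groups' libraries. Genes that overlap a named gene and the X-linked homologues of the Y-linked genes are named for that relation only. Other names outside this rule are marked where they appear. Single results of some listed genes are not reported here.

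The alternatives chosen before the data were examined were DESeq2 1.42.0, RLE size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, all 9 libraries in the fit, the replicate number as a block, leaving out each library, limma on log2(FPKM + 1) or log2(FPKM + 0.1), a log2 fold change of at least 1, camera in place of Fisher's exact test, and other filters and correlations for the comparison of libraries. A correction for GC content and the replacement of the Pkm count by the one its FPKM gives were added after seeing the data. The tests were first run on simulated counts for 13752 genes, of which 200 were changed by 1 on the log2 scale. edgeR recovered 172 of the 200 with 15 false calls among 13517 unchanged genes, and DESeq2 recovered 170 with 22 false calls. The simulation draws all libraries with the same spread, so it does not carry the larger spread of the third iECDC library.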

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

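The tests of the mixture and of the depth of the second SB431542-treated library, and the comparison of lost genes, were chosen after the result was seen, and the other tests of this part before their own results were seen, although the correction for GC content was added after other values had been seen.

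The paper reports no values from the SB431542-treated libraries, and a signal in them was the reason for looking closer. Their labels name iECDCs at passage 30 treated for 3 days, whereas the paper's methods describe an epithelial clone from pECDCs treated with 10 μM SB431542 and its discussion a period of 10 days, so labels and paper together settle only the treatment. The counts speak for iECDCs as the source. Cdkn2a and Cdkn2b had 0 counts in every treated library, against at least 407 and 181 in pECDC libraries. Of the 13 genes that fell from at least 50 counts in every pECDC library to at most 3 in every iECDC library, 7 had at most 3 in every treated library, and the other 6 had at most 35. A clone of pECDCs with the same losses is not excluded, and the time of treatment stays open. Compared with untreated iECDCs, 4061 of 13559 tested genes had an adjusted p-value under 0.05, 2164 higher and 1897 lower. The groups' libraries did not overlap in 6299 genes (46.5%, where chance gives 10%), including 3997 of the 4061. The authors' deposited table lists 4442 genes, of which 3894 are among the 4061. With the replicate number as a block 3038 genes passed, although same-numbered libraries did not deviate together (the correlation of their deviations averaged -0.148, from -0.291 to 0.051). Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real one. The 6 further splits part only 1 pair. The 9 splits other than the real one gave 0 genes each, with 13 to 1067 genes at an unadjusted p under 0.05. With 4 splits, 1 of 4 is the smallest share possible, so this comparison speaks neither for nor against a chance division of the libraries. Neither this result nor those given with splits below can be told apart from such a division in this way.

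The TGF-β target genes, listed before the data were examined as a check of the label, were lower as a group in the SB431542-treated libraries. Over 14 genes the p-value from limma's camera was 7.70e-07 (adjusted p = 1.54e-06 over the 2 sets tested). With the replicate number as a block, camera gave 3.19e-09. Their median log2 fold change was -1.74. Ctgf had a log2 fold change of -3.36 and Pmepa1 of -4.29, each lower in 3 of 3 treated libraries, while Tgfbi moved the opposite way (3.53). 1 of the 4 splits that part all same-numbered pairs gave as small a p-value, the real one, and another of them gave 6.90e-06 by camera. A biological explanation is inhibition of the TGF-β receptor by SB431542, which the label names. It remains a hypothesis, since no other cause was tested.

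Among epicardial genes that the paper names, Upk3b, Tcf21 and Wt1 were higher in the SB431542-treated than in the untreated iECDC libraries, in 3 of 3 libraries each, and all 3 were at low levels. Others that it names moved the opposite way. Aldh1a2 and Ets1 were lower in 3 of 3 libraries each, with log2 fold changes of -2.68 and -0.78 (adjusted p = 0.00138 and 0.00149 in edgeR), and passed under every alternative in which they were tested. Tbx18, Tjp1 and Lrp2 did not pass, with log2 fold changes of 0.65, 0.40 and -1.28. They passed in 4, 5 and 5 of their 14 alternatives. All 3 passed with DESeq2, with no filter on low counts and with all 9 libraries in the fit. They also passed without treated replicate 2, with adjusted p-values of 0.000441, 0.00405 and 0.000196 in edgeR. With the replicate number as a block Lrp2 passed (adjusted p = 0.0445 in edgeR). Upk3b had a log2 fold change of 3.45 (adjusted p = 0.000912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from an FPKM of 0.120 ± 0.0570 to 1.28 ± 0.104 (SD, n = 3 each). Tcf21 had a log2 fold change of 1.47 (adjusted p = 0.00565 from the same edgeR test), from an FPKM of 0.516 ± 0.111 to 1.43 ± 0.127 (SD, n = 3 each). Wt1 had 0 to 2 counts in iECDC libraries and 14 to 43 in treated ones, at least 9.6-fold higher. Of the epithelial list only 4 genes had enough counts for a test, and as a set they had an adjusted p = 0.0281 over the 2 sets from limma's camera. With the replicate number as a block, camera gave 0.0527. Cdh1 and Krt8 had at most 2 counts in any library, and Epcam at most 1. For the epithelial set 1 of the 4 splits was as extreme, the real one, and a split that parts fewer pairs gave 0.00954 by camera.

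The largest increases in the treated libraries, in genes the paper does not discuss, were those of Prelp (log2 fold change 8.40), Mmp3 (8.29), Sfrp2 (7.44), Serpina3g (7.09) and Fgf23 (6.84), each higher in 3 of 3 libraries with an adjusted p-value under 0.05 under every alternative in which it was tested. The largest decreases were those of Pappa (-6.44), Ccl17 (-4.63), Pmepa1 (-4.29), Ptgs2 (-4.26) and Lce1g (-4.02), each lower in 3 of 3 libraries and with an adjusted p-value under 0.05 under every alternative in which it was tested. Serpina3g and Lce1g belong to families of similar genes and are uncertain. The second treated library lay between untreated iECDCs and the other 2 treated libraries in 98 of 101 strongly rising genes and 54 of 57 strongly falling genes. A mixture of treated and untreated cells would give the same share of treated cells from both kinds of gene, but the share was 0.283 from rising and 0.770 from falling genes, a difference of 0.487. On the log scale the positions were alike, 0.540 and 0.534. Depth was tested as well, and the total of this library was 1.22 times the smaller total of the others. The labels give no condition that separates this library from the other treated ones, so no biological explanation was tested.

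Among genes the paper does not discuss, Lce1g (log2 fold change 3.14), Smoc1 (2.94), Hsd3b6 (2.90), Hsd3b1 (2.69) and Cxcl5 (2.02) rose the most in iECDCs compared with pECDCs, in 3 of 3 libraries each. Lce1g, Hsd3b6 and Hsd3b1 have close relatives that could share their reads, and this was not tested. The comparison they come from gave 2258 genes, and 1 of the 4 splits that part all same-numbered pairs gave as many, the real one, while the 9 other splits gave 0 genes each (89 to 410 at an unadjusted p under 0.05). A GC trend was removed from every library as a technical explanation, and 2643 genes then passed, so GC content does not account for the count. The passage number and hTERT both differ between the groups, and no test here separates them.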

How the results depend on the processing

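The correction for GC content and the Pkm count taken from its FPKM were chosen after seeing the data, and all other alternatives of this part were set before the data were examined.

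The number of genes with an adjusted p-value under 0.05 between iECDCs and pECDCs, 2258, was within 1.5 times that value under DESeq2, RLE size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, limma with either pseudocount, the GC correction and the Pkm count. With all 9 libraries in the fit it was 674, and with a log2 fold change of at least 1 it was 512. It ranged from 1010 to 4432 across the 6 fits that each left out one library. For SB431542-treated against iECDC libraries, 4061, it was 1434 with a log2 fold change of at least 1, and ranged from 1753 to 6787 across the 6 fits that each left out one library. In the fit with all 9 libraries, the spread of the SB431542-treated libraries also enters the test of iECDCs against pECDCs. The second treated library stood apart, with a chi-square statistic per degree of freedom of 71.6 and 70.3 against replicates 1 and 3. The median log2 fold change of the replication genes was 0.225 in that fit and 0.223 without the treated libraries. Calls were thus lost there without smaller differences. The cause of the other differences was not tested.

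With all 9 libraries in the fit, Fisher's exact test, one-sided, gave p = 0.417 for the replication genes and p = 1 for the cell cycle genes, and 1 of the 33 heatmap genes passed. In that fit camera, which needs no threshold, gave 8.12e-05 for the replication genes, the top of its range over all fits, which began at 1.64e-07. With a log2 fold change of at least 1, the p-value of Fisher's exact test was 1 for both lists, because no gene of either list rose that much. Camera gave p = 0.105 for the cell cycle genes, with a range over the alternatives to Fisher's test as reported of 4.31e-08 to 1. Across the 6 fits that each left out one library, Fisher's exact test gave p from 3.30e-07 to 0.0568 for the replication genes and from 2.45e-06 to 0.951 for the cell cycle genes, and 4 to 33 of the heatmap genes passed. For the epithelial set in the treated libraries, p by camera was 0.0523 with DESeq2, 0.0781 with no filter on low counts, 0.629 with at least 10 counts in every library and 0.0527 with the replicate block, and from 0.0203 to 0.189 with one library left out. The TGF-β target set passed under every alternative, with p by camera from 4.02e-09 to 2.50e-05 when one library was left out. The causes were not tested.

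The 3 splits besides the real one that part all same-numbered pairs of iECDC and pECDC libraries gave no smaller Fisher p-value for the replication or cell cycle genes and no more heatmap genes, so that 1 of the 4 splits was as extreme for each. Since 1 of 4 is the smallest share possible, this speaks neither for nor against a chance division of the libraries, and these results cannot be told apart from one in this way.

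With the replicate number as a block, 1791 genes passed between iECDCs and pECDCs, Fisher's exact test gave p = 0.00198 for the replication genes and p = 0.0211 for the cell cycle genes, and 16 heatmap genes passed. Same-numbered libraries did not deviate together, since the correlation of their deviations averaged -0.015 (from -0.04 to 0.024).

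The correlations between libraries rose when only genes with an FPKM of at least 1 in at least 1 library were used. They were then 0.993 within pECDCs, 0.985 within iECDCs, 0.975 within treated libraries, 0.977 between pECDCs and iECDCs and 0.938 between iECDCs and treated libraries. Pearson's r was 0.997, 0.995, 0.992, 0.993 and 0.981 in the same order. The pseudocount cannot move a rank correlation.

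Of 68 named genes compared between iECDCs and pECDCs, 22 kept their direction and their side of the threshold under every alternative. Over all genes and alternatives, 85 results became weaker, 47 stronger and 2 reversed. Of the stronger ones, 17 came from leaving out iECDC replicate 3, and of the weaker ones, 24 came from all 9 libraries in the fit. The reversed ones were Mef2a, with a log2 fold change of 0.021 with the GC correction, and Vegfb, whose log2 fold change ranged from -0.125 to 0.004 with one library left out. Neither differed between the groups under any alternative. Of 28 genes in the treated libraries, 25 kept direction and side, and 14 results, of Tbx18, Tjp1 and Lrp2, became stronger. Of the mean FPKM values, 4 moved by more than the replicate SD. With only genes of at least 100 counts in every library, the shifts of 8 chromosomes changed sign before rounding, all close to 0: chromosomes 2 (0.014), 5 (0.011), 6 (0.005), 10 (0.016), 11 (0.019), 13 (0.008), 17 (0.011) and 18 (0.005). The depth limits genes near 3 counts, such as Pecam1, Ptprc, Kit, Kdr and Isl1, for which no difference was detectable.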

Differences from the paper's values

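Of 30 mean FPKM values that Fig. 3A shows for 15 genes, read by eye, 28 were within 1.5 times or within the replicate SD of the value computed here, and the 2 of Pgf were not. For Pgf, which encodes PlGF, the mean FPKM was 0.652 in pECDCs and 1.13 in iECDCs, against the paper's about 10 in pECDCs and about 10 in iECDCs in Fig. 3A, read by eye. None of the alternatives set before the data were examined closed the gap in either group.

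The paper states that hTERT did not change the gene expression profile, and 2258 of 13752 genes had an adjusted p-value under 0.05 here, with 512 when a log2 fold change of at least 1 was also required. The paper describes the genes of its heatmap as upregulated in iECDCs. All 33 were higher here, but Sfn, Rfc5, Mcm6, Ccnb1, Prim1, Anapc11 and Tfdp1 did not pass over all genes. With DESeq2, set before the data were examined, all 33 passed, and so they did without iECDC replicate 3. Some of the 7 also passed under other alternatives set before the data were examined. These were Sfn, Rfc5, Mcm6 and Ccnb1 with no filter on low counts, Prim1 and Anapc11 with RLE size factors, Sfn with the replicate block, Mcm6 and Rfc5 without iECDC replicate 1, and Sfn, Rfc5 and Anapc11 without iECDC replicate 2. With the GC correction, chosen after seeing the values, Sfn, Rfc5, Mcm6, Prim1, Anapc11 and Tfdp1 passed. The paper states that ECDCs keep Upk3b and are negative for Tcf21, and the mean FPKM in pECDCs here was 0.130 for Upk3b, with 9 to 12 counts, and 0.731 for Tcf21, with 33 to 49 counts. Its evidence is a heatmap of pECDCs against pEpiCs, which were not analysed here, and immunostaining of epicardium markers (Fig. 1D,E). These RNA levels therefore do not test that statement directly. The paper's surface markers are described as similar between pECDCs and iECDCs, and Eng, Cd34 and Itgb1 differed here with log2 fold changes of 0.35, 0.96 and 0.23. Eng and Itgb1 did not differ with all 9 libraries in the fit, without pECDC replicate 1 or without pECDC replicate 2, nor did Itgb1 with the replicate block, without pECDC replicate 3 or without iECDC replicate 2, while Cd34 differed under all 16 alternatives, of which the GC correction and the Pkm count were chosen after seeing the data. The paper's KEGG analysis reports cell cycle genes as upregulated, and camera gave p = 0.105 for the cell cycle list used here, while Fisher's exact test, one-sided, gave p = 0.000279. Camera gave 0.0136 with DESeq2 and 0.0492 with the GC correction, which was chosen after seeing the data. With at least 10 counts in every library, which leaves out the kinase inhibitor genes Cdkn2a and Cdkn2b of this list, camera gave 0.0124. In the other fits it gave 0.0618 to 0.232.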

Other observations

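The tests of the depth of the third iECDC library, of Cdkn2a and Cdkn2b, of Y chromosome loss and of the PlGF bar, and the reading of the X-linked homologues pair by pair, were chosen after the result was seen, and the others before their own results were seen, although the correction for GC content was added after other values had been seen.

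The third iECDC library stood apart from the other iECDC libraries. Its log2 deviations from the iECDC mean over 11860 genes had an SD of 0.337, against 0.234 and 0.214 for replicates 1 and 2. Depth was tested, and its total was 0.993 times the smaller total of the others. GC content was tested as well. The deviations correlated with GC content (Spearman's rho across genes 0.349), but after removal of the GC trend their SD was still 0.315, against 0.230 and 0.198. The explanations that were tested therefore leave most of the spread, and a difference between cultures could not be tested. The deviations correlated with those of the second SB431542-treated library across 11647 genes (r = 0.256, and 0.497 after the treatment effect was removed). Genes are not independent replicates.

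Cdkn2a and Cdkn2b were not detected in iECDCs. Cdkn2b, on chromosome 4 from 89306299 to 89311039 beside Cdkn2a, had 181 to 188 counts in pECDC libraries and 0 in every iECDC library. Cdkn2a had at most 1 count in iECDC libraries, and at the pECDC rate at least 379.7 would be found in each at its depth. The loss does not extend over the whole region, since Mtap, which ends at 89181081, had a log2 fold change of 0.22. The next expressed gene on the other side, Gm12669, which starts at 91805547, kept 65 to 77 counts, against 80 to 99 in pECDCs (its name was chosen after its values were seen). A deletion within these 2624.5 kb could give this pattern, but 11 other genes on 8 chromosomes also fell from at least 50 counts in every pECDC library to at most 3 in every iECDC library, so silencing cannot be told apart from it. No gene rose in the opposite way. Lower p53 activity was tested with 10 p53 target genes, and their median log2 fold change was 0.16, with 9 positive and 0 passing, where a negative median was predicted. Loss of Cdkn2a may be a change selected during culture to passage 30, a hypothesis that these libraries cannot test. The paper does not report it.

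The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were lower in iECDCs than in pECDCs, with log2 fold changes of -0.70, -0.74, -0.79 and -0.70 and an adjusted p-value under 0.05 in edgeR for each and in at least 15 of 16 alternatives. Their median corresponds to 60.8% of the pECDC level. The fall was not even across the libraries. Over 7 genes of the Y chromosome, the log2 value of the chromosome was -0.237, -0.248 and -0.595 in iECDC replicates 1, 2 and 3. The lowest was that of the third library, which stood apart, and the SD was 0.204 in iECDCs against 0.037 in pECDCs. Xist had 0 counts in every library. Reads shared with the X-linked homologues were tested. The homologues gained 0.577 of the normalized counts that the Y-linked genes lost, between the limits set for either answer. The pairs differed. Kdm5c and Kdm6a, the homologues of Kdm5d and Uty, also had negative log2 fold changes (-0.18 and -0.23), so sharing does not account for the fall of these 2 genes. Ddx3x and Eif2s3x had log2 fold changes of 0.10 and 0.12, and sharing cannot be told apart only for Ddx3y and Eif2s3y. None of the 4 homologues had an adjusted p-value under 0.05. Loss of the Y chromosome in a part of the cells would lower all Y-linked genes alike, and their log2 fold changes differed by 0.089 at most. The same would follow from lower expression of the whole chromosome, which cannot be told apart from loss. Autosomes and the X chromosome shifted by between -0.041 and 0.062 on the log2 scale, where 1 extra copy in every cell would give 0.585. Chromosome 4 had the highest shift (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Chromosomes 1, 6, 9, 12, 14, 15, 19 and X had the same p, so this test does not single out chromosome 4. With only genes of at least 100 counts in every library, the shift of chromosome 4 was 0.088.

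The bar for PlGF in Fig. 3A differs from the values of Pgf. Pigf, a gene of glycosylphosphatidylinositol synthesis with a similar symbol whose name was chosen after its values were seen, had a mean FPKM of 9.59 in pECDCs and 9.65 in iECDCs. The larger of the 2 ratios between the bar and Pigf was 1.043, so the bar may show Pigf in place of Pgf. Other genes at a similar level would fit equally well.

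For exosome markers the paper measured proteins, and the FPKM in iECDCs was 253 ± 16.4 for Cd63, 139 ± 6.87 for Cd81, 42.9 ± 6.08 for Cd9 and 5.07 ± 0.688 for Cd82 (SD, n = 3 each). These are RNA levels of the cells and not of exosomes.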
